# Metabolic profiling stratifies colorectal cancer and reveals adenosylhomocysteinase as a therapeutic target

**DOI:** 10.1038/s42255-023-00857-0

**Published:** 2023-08-14

**Authors:** Johan Vande Voorde, Rory T. Steven, Arafath K. Najumudeen, Catriona A. Ford, Alex Dexter, Ariadna Gonzalez-Fernandez, Chelsea J. Nikula, Yuchen Xiang, Lauren Ford, Stefania Maneta Stavrakaki, Kathryn Gilroy, Lucas B. Zeiger, Kathryn Pennel, Phimmada Hatthakarnkul, Efstathios A. Elia, Ammar Nasif, Teresa Murta, Eftychios Manoli, Sam Mason, Michael Gillespie, Tamsin R. M. Lannagan, Nikola Vlahov, Rachel A. Ridgway, Colin Nixon, Alexander Raven, Megan Mills, Dimitris Athineos, Georgios Kanellos, Craig Nourse, David M. Gay, Mark Hughes, Amy Burton, Bin Yan, Katherine Sellers, Vincen Wu, Kobe De Ridder, Engy Shokry, Alejandro Huerta Uribe, William Clark, Graeme Clark, Kristina Kirschner, Bernard Thienpont, Vivian S. W. Li, Oliver D. K. Maddocks, Simon T. Barry, Richard J. A. Goodwin, James Kinross, Joanne Edwards, Mariia O. Yuneva, David Sumpton, Zoltan Takats, Andrew D. Campbell, Josephine Bunch, Owen J. Sansom

**Keywords:** Cancer metabolism, Experimental models of disease, Metabolism

## Abstract

The genomic landscape of colorectal cancer (CRC) is shaped by inactivating mutations in tumour suppressors such as *APC*, and oncogenic mutations such as mutant *KRAS*. Here we used genetically engineered mouse models, and multimodal mass spectrometry-based metabolomics to study the impact of common genetic drivers of CRC on the metabolic landscape of the intestine. We show that untargeted metabolic profiling can be applied to stratify intestinal tissues according to underlying genetic alterations, and use mass spectrometry imaging to identify tumour, stromal and normal adjacent tissues. By identifying ions that drive variation between normal and transformed tissues, we found dysregulation of the methionine cycle to be a hallmark of APC-deficient CRC. Loss of *Apc* in the mouse intestine was found to be sufficient to drive expression of one of its enzymes, adenosylhomocysteinase (AHCY), which was also found to be transcriptionally upregulated in human CRC. Targeting of AHCY function impaired growth of APC-deficient organoids in vitro, and prevented the characteristic hyperproliferative/crypt progenitor phenotype driven by acute deletion of *Apc* in vivo, even in the context of mutant *Kras*. Finally, pharmacological inhibition of AHCY reduced intestinal tumour burden in *Apc*^*Min/+*^ mice indicating its potential as a metabolic drug target in CRC.

## Abstract (web summary)

In this study, Vande Voorde et al. investigate the potential of untargeted metabolomics as a stratification tool for colorectal cancer (CRC). They present a comprehensive pipeline to uncover metabolic vulnerabilities in CRC based on its genetic origin. With this approach, they show perturbations in methionine metabolism linked to APC deficiency, and identify adenosylhomocysteinase as an actionable therapeutic target.

## Main

With CRC being the second most common cause of cancer-related deaths worldwide^1^, there is an urgent need for better diagnostic tools and new, more targeted therapies. Inactivation of the tumour suppressor gene adenomatous polyposis coli (*APC*) is the most common event in CRC (~70–80%), with co-occurring activation of oncogenic *KRAS* (40–50%), and/or mutations in other tumour suppressor genes (for example, *PTEN* or *TP53*) or oncogenes (for example, *PIK3CA*) being frequently observed (Fig. 1a)^2^. Previous research has shown that oncogenic events trigger metabolic reprogramming at the adenoma stage, with alterations in glycolytic intermediates, nucleotides and *S*-adenosyl-methionine (SAM) being observed^3^. Using genetically engineered mouse models and multimodal mass spectrometry-based metabolomics, we analysed the metabolic effects of frequently observed genetic alterations in CRC. Collectively, we show that the profound genotype-dependent metabolic changes may be exploited for tissue classification without need for ion identification, and we applied further data analysis to expose AHCY as a metabolic vulnerability of CRC.

**Fig. 1:**
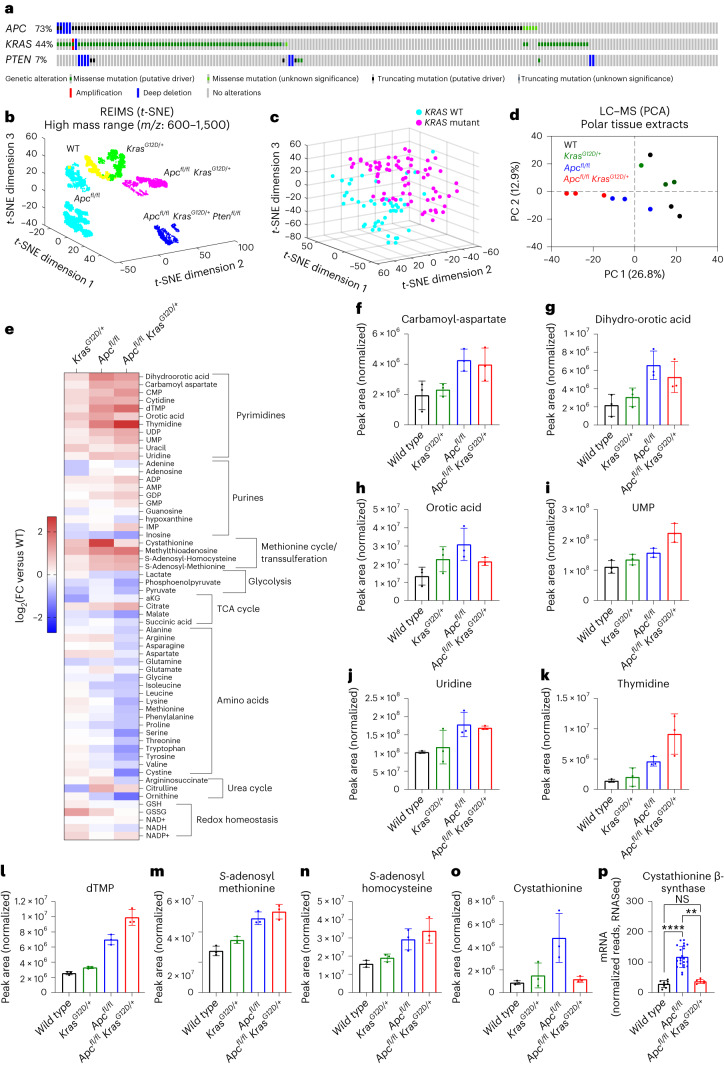
Stratification of genetically engineered mouse models of intestinal hyperproliferation by metabolic profiling. **a**, Oncoprint showing genetic alterations of *APC*, *KRAS* and *PTEN* in human colorectal adenocarcinoma (TCGA, Firehose Legacy; https://www.cbioportal.org/). **b**, *t*-SNE plot of REIMS data acquired from small intestinal epithelium after specific activation of oncogenic drivers focusing analysis on ions within a mass range of *m/z* 600–1,500. Each symbol corresponds to a single mass spectrum acquired using the REIMS forceps. Data were acquired from WT (*n* = 3), KRAS (*n* = 4), APC (*n* = 11), APC KRAS (*n* = 4) and APC KRAS PTEN (*n* = 5) mice. **c**, Three-dimensional *t*-SNE visualization of REIMS data collected from ex vivo clinical samples using only 50 significant classification features within a mass range of *m/z* 50–1,200. Each dot corresponds to a single mass spectrum described by the 50 features. Multiple spectra were collected from the same patient as technical replicates in the training data. Data were acquired from *KRAS-*WT (*n* = 8) and *KRAS*-mutant (*n* = 16) samples. **d**, PCA of untargeted LC–MS data (1,270 features) acquired from polar extracts of small intestinal tissues from WT, KRAS, APC, and APC KRAS mice (*n* = 3 for each genotype). **e**, Heat map showing differences in metabolite abundance in small intestinal tissues of KRAS, APC and APC KRAS mice compared with WT mice (targeted analysis of LC–MS data; heat map constructed based on fold change between the averages of each experimental group; *n* = 3). **f**–**o**, Plots showing normalized abundances of intermediates of de novo pyrimidine synthesis (**f**–**h**), pyrimidine nucleo(s)(t)ides (**i**–**l**) and intermediates of the methionine cycle/transsulferation pathway (**m**–**o**). In **f**–**o**, data are the mean ± s.d., and each dot represents data from an individual mouse (*n* = 3 mice for each genotype). **p**, Cystathionine β-synthase gene expression as analysed by RNA-seq in the small intestine of WT (*n* = 8), APC (*n* = 22) and APC KRAS (*n* = 6) mice. Data are the mean ± s.d., and each dot represents data from an individual mouse. Asterisks refer to *P* values obtained from Kruskal–Wallis test followed by Dunn’s correction (**P = 0.0026; ****P < 0.0001; not significant (NS), *P* > 0.9999). TCA, tricarboxylic acid. Source data

We crossed mice expressing a tamoxifen-inducible intestine-specific Cre recombinase, under the control of the villin promoter (Villin-Cre^ERT2^), with mice harbouring various combinations of conditional alleles of inactivated *Apc* (*Apc*^*fl*^), *Pten* (*Pten*^*fl*^), and oncogenic *Kras* (*Kras*^*G12D*^). Intraperitoneal (i.p.) delivery of tamoxifen resulted in acute gene (in)activation across the intestinal epithelium, with deletion of both copies of *Apc* causing a crypt progenitor phenotype characterized by increased proliferation^4^. To study the metabolic impact of these genetic events, intestinal epithelium was extracted from wild-type (WT), Villin-Cre^ERT2^ *Kras*^*G12D/+*^ (KRAS), Villin-Cre^ERT2^*Apc*^*fl/fl*^ (APC), Villin-Cre^ERT2^ *Apc*^*fl/fl*^*Kras*^*G12D/+*^ (APC KRAS) and Villin-Cre^ERT2^ *Apc*^*fl/fl*^*Kras*^*G12D/+*^*Pten*^*fl/fl*^ (APC KRAS PTEN) mice. These were analysed by rapid evaporative ionizing mass spectrometry (REIMS), which allows rapid determination of metabolic profiles with no need for sample preparation and can therefore provide real-time tissue characterization during surgery^5^. The REIMS spectrum is dominated by abundant molecules such as phospholipids, lysolipids and fatty acids^6,7^, and, accordingly, segmentation of the REIMS data by *t*-distributed stochastic neighbour embedding (*t*-SNE) was optimal when focusing the analysis on large ions (mass range of *m/z* 600–1,500; Fig. 1b and Extended Data Fig. 1a,b). Inactivation of APC resulted in a clear metabolic differentiation from WT tissues. Additional oncogenic transformation (that is, APC KRAS and APC KRAS PTEN) resulted in distinct separation (Fig. 1b), indicating the profound impact of these clinically relevant events on the metabolic landscape of the intestine. Clustering analysis (*k*-means clustering on *t*-SNE reduced data, *k* = 5) identified genotype-dependent metabolic clusters, and sex-dependent segmentation was observed for samples derived from APC mice as indicated by a male-dominant APC cluster (containing 77% of male APC spectra) and a female-dominant APC cluster (containing 99% of female APC spectra; Extended Data Fig. 1c). In line with the lack of intestinal hyperproliferation in Kras mice when sampled at this timepoint^8^, WT and KRAS tissues co-clustered (Fig. 1b and Extended Data Fig. 1c). Tentative molecular identities were assigned to ions discriminating the various genotypes and pathway analysis showed that alterations in lipid biosynthesis were largely driving the various metabolic clusters (Supplementary Tables 1 and 2). Our data reveal a substantial effect of APC inactivation and further oncogenic transformation on the intestinal lipidome and highlight the clinical potential of using metabolic phenotyping by REIMS for intrasurgical tissue classification of CRC. To test this, we performed REIMS on samples collected from 24 individuals undergoing colorectal resection surgery (carcinomas and adenomas) for which underlying genomic alterations were determined by whole-exome sequencing. We applied a support vector machine-based algorithm to build predictive models to stratify *KRAS*-mutant (*n* = 16) and *KRAS-*WT tissues (*n* = 8). Model optimization feature refinement was effective as shown in Figure 1c, where a linear stratification of the two classes was observed with only the 50 selected features (Supplementary Table 3). The model performance was tested by exhaustive cross-validation using a leave-one-patient-out strategy, and produced accurate predictions of the *KRAS* status of individuals with true positive rate = 0.87, true negative rate = 1.00 and balanced accuracy = 0.93. Collectively, our findings add to the notion that metabolic determinants can be used for classifying subtypes of cancer^9–11^.

REIMS provides a suitable platform for rapid metabolic profiling based on abundant ions in an intact biological specimen but has predominately been used for lipidomics-based analyses^12,13^. Electrosurgical REIMS data are largely untested for detection of low-mass metabolites with relevance to cancer (for example, central carbon metabolism, amino acids and nucleotides) and, previously, poor accuracy was found when using the lower end of the mass range due to detection of a large number of fragment ions rather than intact molecules^14^. Small intestinal tissues of WT, KRAS, APC and APC KRAS mice were therefore additionally analysed using desorption electrospray ionization (DESI) mass spectrometry imaging (MSI), which can provide rich information relating to the spatial distribution of low *m/z* metabolites. As with REIMS, DESI provides a metabolic readout of intact tissues with no need for solvent-based metabolite extraction, which often selectively enriches specific classes of molecules. Similarly to what is observed with REIMS, untargeted multivariate data analysis focusing the mass range on large ions (*m/z* 700–1,200) showed distinct clustering of APC and APC KRAS, and co-clustering of WT and KRAS tissues (Extended Data Fig. 1d; n_components = 8). There were also indications of genotype-dependent clustering when restricting the analysis to smaller ions (*m/z* 50–250) suggesting additional conserved alterations in non-lipid-driven processes, which could be used for tissue classification or target identification (Extended Data Fig. 1e; n_components = 8). To investigate this further, we analysed the polar fraction of small intestinal tissue extracts by liquid chromatography–mass spectrometry (LC–MS). Unsupervised principal component analysis (PCA) showed separate clustering of APC and APC KRAS tissues, and co-clustering of WT and KRAS tissues (Fig. 1d). Targeted data analysis revealed increased intermediates of de novo pyrimidine synthesis and pyrimidine nucleo(s)(t)ides following loss of *Apc* (Fig. 1e,f–l). Furthermore, we found evidence of increased activity of the methionine cycle as indicated by increased levels of SAM, *S*-adenosyl-homocysteine (SAH) and methylthioadenosine (Fig. 1e,m,n). Similar regulation of these metabolites was also observed in colonic tissues (Extended Data Fig. 1f). These findings are in line with the previously reported upregulation of pyrimidine synthesis genes by MYC, and increased abundance of SAM in human CRC compared with paired normal tissue^3^. In addition, cystathionine levels (Fig. 1o) and gene expression of cystathionine β-synthase (*Cbs*; Fig. 1p) were increased in APC tissues, indicating carbon contribution of homocysteine to the transsulferation pathway. Previous work has shown an association between *KRAS* mutations and epigenetic silencing of *CBS* in primary CRCs^15^, and, accordingly, we found cystathionine levels and *Cbs* expression decreased in APC KRAS tissues (Fig. 1o,p).

These data, obtained in a short-term model of intestinal hyperproliferation, indicate specific metabolic rewiring after oncogenic transformation of the entire intestine. To test the relevance of our findings in a tumour model, we performed endoscopy-guided injection of 4-OH-tamoxifen in the colonic submucosa of APC and APC KRAS mice (Fig. 2a). This resulted in the formation of localized colonic tumours with stromal infiltration (Fig. 2b). After confirming tumour development by colonoscopy, the distal colon was dissected and analysed by both DESI-MSI and matrix-assisted laser desorption/ionization mass spectrometry imaging (MALDI-MSI) to increase metabolite coverage. Multivariate analysis segmented the different tumour compartments (Fig. 2c,d; n_components = 15 and 16, respectively), showing that MSI-based metabolic profiling can be applied to detect and discriminate tumour, stromal and normal tissue in CRC. Certain ions showed pronounced specificity for normal versus transformed tissue (Extended Data Figs. 2a,b and 3a,b). Tentative metabolite assignments were validated using a combinatorial approach of tandem mass spectrometry (MS/MS) and in vivo stable isotope tracing. This revealed specific depletion of glucose (Extended Data Fig. 2a–c) in the peripheral tumour epithelium-rich region compared with the central stromal region, or adjacent normal tissue. Conversely, we observed specific accumulation of metabolites in tumour epithelium-rich regions (for example, *m/z* 464.288 for which MS/MS data suggest lysophophatidylethanolamine (17:1) as a likely assignment; Extended Data Fig. 3a–I).

**Fig. 2:**
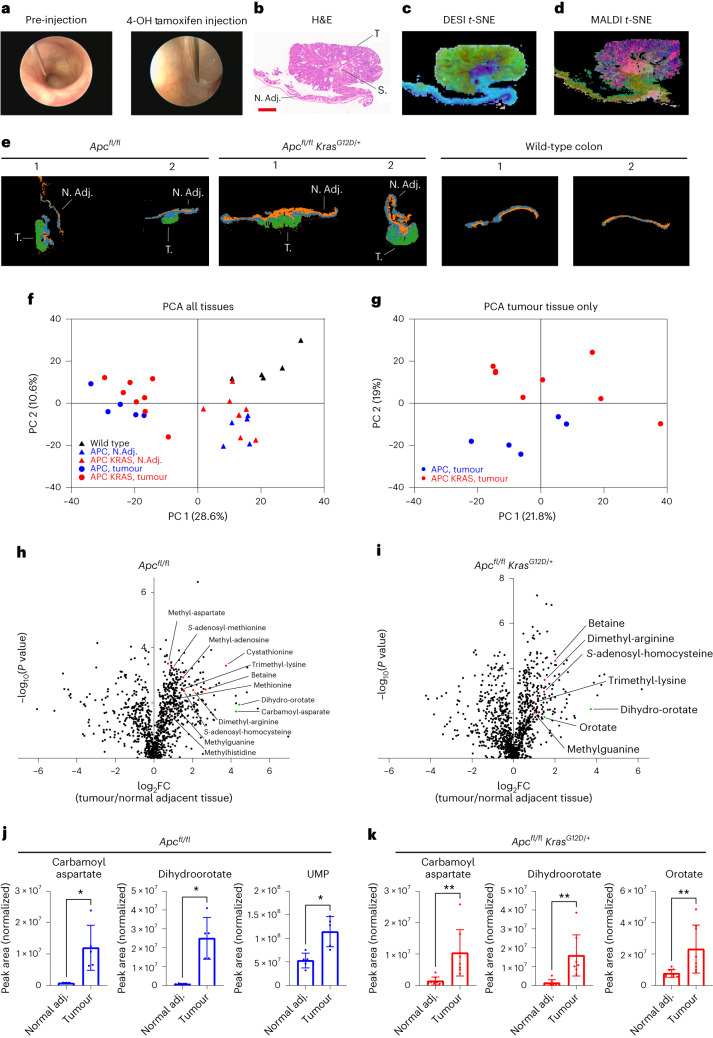
Metabolic profiling of genetically engineered mouse models of APC-deficient CRC using MSI and LC–MS. **a**, Representative images of endoscopy-guided submucosal delivery of 4-OH-tamoxifen in the mouse colon resulting in localized genetic recombination and tumour formation. **b**, Representative image of H&E-stained distal colon tissue with an *Apc*-deficient tumour. N. Adj., normal adjacent tissue; S, stroma; T, tumour tissue. Tissues analysed for *n* = 4 mice; *n* = 1 shown. Scale bar, 1 mm. **c**,**d**, *t*-SNE plot of data acquired by DESI-MSI (negative polarity) (**c**) and MALDI-MSI (negative polarity) (**d**) of distal colon tissue of locally induced APC mice (tissues analysed for *n* = 4 animals; *n* = 1 shown). **e**, *k*-means plots of data acquired by DESI-MSI (positive polarity) of distal colon tissue of locally induced APC (*n* = 5) and APC KRAS (*n* = 7) mice, and normal colon from WT (*n* = 4) mice (*n* = 2 mice per group shown). **f**, PCA of untargeted LC–MS data (1,322 features) acquired on polar extracts of normal adjacent and colon tumour tissues of APC (*n* = 5) and APC KRAS (*n* = 8) mice, and control colon of WT (*n* = 5) mice. **g**, PCA of untargeted LC–MS data acquired on polar extracts of tumour tissues of APC (*n* = 5) and APC KRAS (*n* = 8) mice. **h**,**i**, Volcano plots showing metabolic differences between paired normal adjacent and colon tumour tissues of APC (*n* = 5) or APC KRAS (*n* = 8) mice as detected by untargeted LC–MS (*P* values obtained from paired *t*-tests). All annotated metabolites: fold change ≥ 1.5 and significant after Benjamini–Hochberg false discovery rate (FDR) correction (*q* = 0.05). Red dots indicate metabolites related to methionine metabolism; green dots indicate intermediates of de novo pyrimidine biosynthesis. **j**,**k**, Plots showing normalized abundances (mean ± s.d.) of intermediates of de novo pyrimidine synthesis in tumour and normal adjacent colon tissue of APC (*n* = 5 mice) and APC KRAS (*n* = 8 mice) mice (targeted analysis of LC–MS data). Each dot represents an individual mouse. Asterisks refer to *P* values obtained from one-tailed Wilcoxon matched-pairs signed-rank tests (*P = 0.0313; **P = 0.0039). Source data

Multivariate analysis of data acquired on large colonic sections containing both tumour and normal adjacent tissue (NAT) did not distinguish between APC and APC KRAS tumours (Fig. 2e), indicating that the observed metabolic differences between tumours and NAT exceed the impact of oncogenic *Kras* expression. This was confirmed by untargeted LC–MS analysis of colon tumour tissue and paired NAT from tumour-bearing animals, and control colonic tissues from WT mice (Fig. 2f). However, restricting the PCA to tumour tissues only resulted in genotype-dependent segmentation, stratifying tumours according to *Kras* status (Fig. 2g). This indicates that careful spatial analysis of the various tumour compartments is key to understanding the metabolic impact of oncogenic drivers such as *Kras*. Therefore, we compared APC KRAS versus APC colon tumours using both DESI-MSI and LC–MS. We focused analysis of the data acquired by DESI-MSI on tumour epithelial regions only, whereas LC–MS was performed on bulk tumour tissue. Both modalities revealed specific metabolic effects of KRAS^G12D^ (Extended Data Fig. 4a,c and Supplementary Tables 4 and 5). DESI-MSI exposed a specific decrease in glutamine in APC KRAS tumour epithelium (Extended Data Fig. 4a,b), which was not revealed by untargeted LC–MS (Extended Data Fig. 4c). We recently reported the amino acid transporter SLC7A5, importing large neutral amino acids at the expense of intracellular glutamine, to be a targetable vulnerability of KRAS-mutant CRC^8^. Our current data exemplify the value of spatial metabolomics using MSI to complement bulk analysis of tumour tissue where metabolites from different compartments (that is, tumour epithelial, stromal, immune and normal adjacent cells) are mixed.

We next focused on tumour-specific polar metabolic alterations by analysing paired tumour and normal adjacent colonic tissues. This revealed increased levels of dihydroorotate (Fig. 2h,i), and other intermediates of de novo pyrimidine synthesis in APC and APC KRAS tumours (Fig. 2j,k). Also, there was a striking tumour-specific enrichment in methionine-related metabolites, and methylated metabolites requiring SAM (Fig. 2h,i). These data confirmed what we observed in the acute model of intestinal hyperproliferation (Fig. 1e–o). Given the well-described effects of interfering with pyrimidine biosynthesis and salvage in CRC (for example, by antimetabolites), we focused our attention on the methionine cycle (Fig. 3a). Targeted data analysis showed that SAM and SAH levels were significantly increased in tumours compared to paired NAT of both APC (Fig. 3b) and APC KRAS mice (Fig. 3c). Also, there was a tumour-specific increase in cystathionine (Fig. 3b,c). We analysed publicly available transcriptomic data from The Cancer Genome Atlas (TCGA; PanCancer Atlas) to understand which enzymes of the methionine cycle are transcriptionally regulated in human CRC, and found increased *AHCY* (adenosylhomocysteinase or SAH hydrolase) expression in colorectal adenocarcinoma compared to normal colon tissue (Fig. 3d). AHCY converts SAH into homocysteine, and its expression is regulated by MYC^16^. AHCY activity is required for MYC-induced mRNA Cap methylation and protein synthesis^16^, and its gene expression correlates with DNA methylation state in tumours^17^. Pan-cancer analysis across 17 different cancer types showed the highest expression of *AHCY* in CRC (Extended Data Fig. 5a)^18^. We analysed samples from a retrospective cohort of individuals with stage I–III CRC for tumour epithelial *AHCY* expression, and found that high expression was correlated with reduced cancer-specific survival (Fig. 3e). Molecular profiling of human CRC revealed enrichment of *AHCY* expression in consensus molecular subtype (CMS) 2 (Extended Data Fig. 5b), which is characterized by WNT and MYC activation, and accounts for 37% of CRCs^19^. We found acute loss of *Apc* to be sufficient to drive *Ahcy* overexpression in the mouse small intestine (Fig. 3f). Increased expression of *Ahcy* compared to WT tissues was maintained following activation of oncogenic KRAS (Fig. 3f), but not for methionine adenosyltransferase 2A (*Mat2a*) and methionine synthase (*Mtr*; Extended Data Fig. 5c). Publicly available single-cell RNA-sequencing (scRNA-seq) data of WT mouse small intestinal epithelium^20^ showed *Ahcy* expression to be enriched in cell populations that make up the intestinal crypt (Extended Data Fig. 6a,b), and we performed scRNA-seq of small intestinal epithelium from APC mice, which demonstrated predominant expression in stem cells (Fig. 3g and Extended Data Fig. 6c). Analysis of the small intestine of APC mice using in situ hybridization (ISH) confirmed *Ahcy* expression in the expanded crypt area, which is characterized by stem cell markers such as *Lgr5* and *Olfm4* (Fig. 3h). In agreement with the above, AHCY protein expression was enriched in the intestinal crypt area of WT animals as shown by immunofluorescence (IF; Fig. 3I). Furthermore, high AHCY expression was also observed in adenomas of *Apc*^*Min/+*^ mice (Fig. 3I), and in *Apc*-deficient compared with WT organoids (Extended Data Fig. 6d). Notably, IF also showed increased levels of 5-methylcytosine in *Apc*-deficient organoids, which requires SAM as a methyl donor and therefore methionine cycle activity (Extended Data Fig. 6d). Finally, tumour epithelial AHCY expression was confirmed in APC and APC KRAS tumours (Fig. 3j) and in human colon and CRC (Fig. 3k), with variation in expression between samples (Extended Data Fig. 6e).

**Fig. 3:**
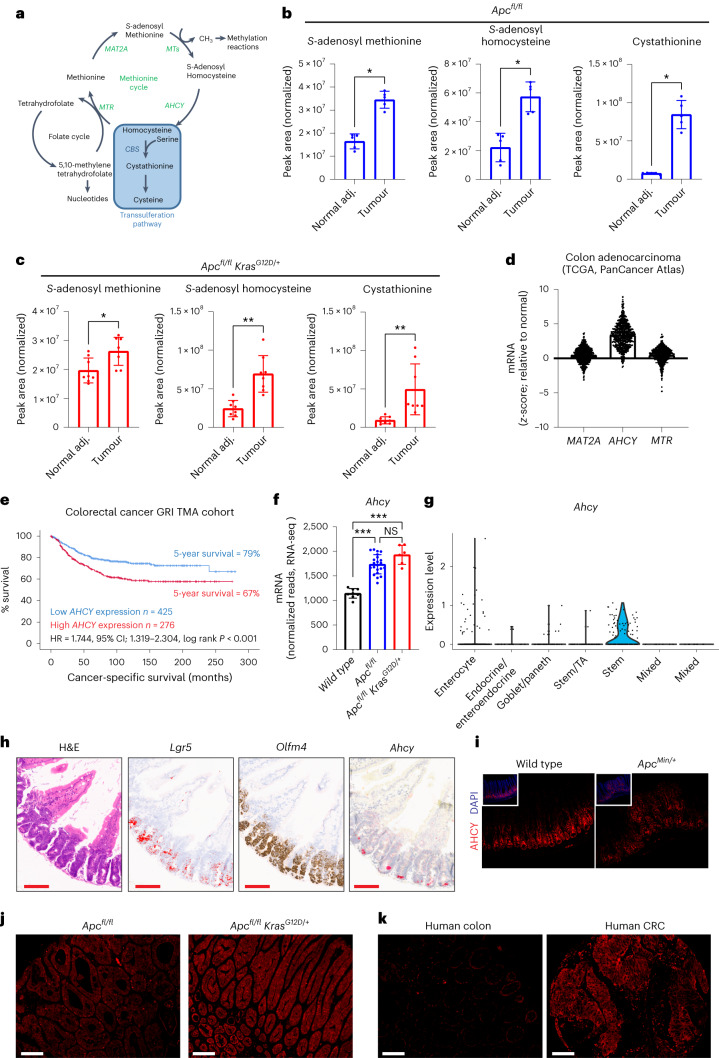
Methionine cycle activity and AHCY expression in human colorectal cancer and genetically engineered mouse models of colorectal cancer. **a**, Schematic representation of the methionine and folate cycle, and transsulferation pathway. **b**, Plots showing normalized abundances (mean ± s.d.) of SAM, SAH and cystathionine in tumour and normal adjacent colon tissue of APC mice (*n* = 5) as detected by targeted analysis of LC–MS data. Each dot represents an individual mouse. Asterisks refer to *P* values obtained from one-tailed Wilcoxon matched-pairs signed-rank tests (*P = 0.0313). **c**, Plots showing normalized abundances (mean ± s.d.) of SAM, SAH and cystathionine in tumour and normal adjacent colon tissue of APC KRAS (*n* = 8) mice as detected by targeted analysis of LC–MS data. Each dot represents an individual mouse. Asterisks refer to *P* values obtained from one-tailed Wilcoxon matched-pairs signed-rank tests (*P = 0.0273; **P = 0.0039). **d**, Expression of genes encoding enzymes of the methionine cycle in human colorectal adenocarcinoma (*n* = 592 individuals) compared with normal colon (TCGA, PanCancer Atlas; https://www.cbioportal.org/). Each dot shows the expression level for an individual. **e**, Cancer-specific survival analysis in the context of tumour epithelial *AHCY* expression in individuals with CRC (GRI TMA cohort, *n* = 701). **f**, *Ahcy* expression (mean ± s.d.) in the small intestine of WT (*n* = 8), APC (*n* = 22) and APC KRAS (*n* = 6) mice. Each dot represents an individual mouse. Asterisks represent *P* values obtained from Kruskal–Wallis test followed by Dunn’s correction (***P < 0.001: WT versus APC, *P* = 0.0004; WT versus APC KRAS, *P* = 0.0001; APC versus APC KRAS, *P* = 0.5054). **g**, *Ahcy* expression across the different cell populations of the small intestinal epithelium in APC mice (*n* = 2), as determined by scRNA-seq. **h**, H&E-stained and representative images of ISH for *Olfm4*, *Lgr5* and *Ahcy* in the small intestine of APC mice. (Tissues analysed for *n* = 4; *n* = 1 shown). Scale bar, 100 µm. Images for *Lgr5* were processed using ImageJ to show ISH staining in red. **i**–**k**, IF showing AHCY protein expression in the small intestine of WT and *Apc*^*Min/+*^ mice (tissue analysed for *n* = 2 WT and *n* = 3 *Apc*^*Min/+*^ mice; **i**), APC and APC KRAS tumours (tissues analysed for *n* = 3 animals; *n* = 1 shown; **j**), and normal human colon and human CRC (image derived from single patient sample, from a set of 49 samples analysed; **k**). Scale bars, 100 µm. Source data

The relevance of methionine cycle enzymes has been studied in the context of different cancers. MAT2A is a synthetic lethal target in cancers with genomic deletion of methylthioadenosine phosphorylase (*MTAP*)^21–24^, and was shown to be a metabolic vulnerability of tumour-initiating cells in lung cancer^21–25^. The methionine cycle also supports the regeneration of tetrahydrofolate via methionine synthase, which was recently found essential to support nucleotide synthesis and tumour cell proliferation under physiological levels of folate^26,27^. In addition, methionine restriction sensitizes to chemotherapy and radiation by disrupting one-carbon metabolism^28^. Our data indicate functional activity of the methionine cycle in APC-mutant CRC, and that AHCY may be important for its regulation. To test the effect of pharmacological AHCY inhibition, crypt cells were isolated from the small intestine of APC mice and cultured in vitro as organoids. Treatment with the AHCY inhibitor 3-deazaneplanocin A (DZNeP)^29–31^ or genetic silencing of *Ahcy* using lentiviral inducible shRNA significantly impaired organoid growth (Fig. 4a,b and Extended Data Fig. 7a–c). To understand the metabolic effects of AHCY inhibition in these organoids, we traced the fate of ^13^C_5_-methionine in the presence/absence of DZNeP (Fig. 4c). Whereas the intracellular levels of methionine or SAM were not affected (Fig. 4d,e and Extended Data Fig. 7d,e), we observed a pronounced increase in SAH, the substrate of AHCY, after treatment (Fig. 4f and Extended Data Fig. 7f). DZNeP decreased labelling of trimethyllysine from methionine (Fig. 4g and Extended Data Fig. 7g). This demonstrates that AHCY inhibition reduces methyltransferase activity, which may affect DNA/RNA, protein and metabolite methylation. We could not detect homocysteine in these samples but found the intracellular levels of cystathionine to be markedly reduced following treatment with DZNeP (Fig. 4h and Extended Data Fig. 7h) indicating a decreased contribution of methionine-derived carbons to the transsulferation pathway. Also, and in line with previous observations^16^, DZNeP reduced ^35^S-methionine incorporation into proteins indicating decreased protein synthesis capacity (Extended Data Fig. 7I).

**Fig. 4:**
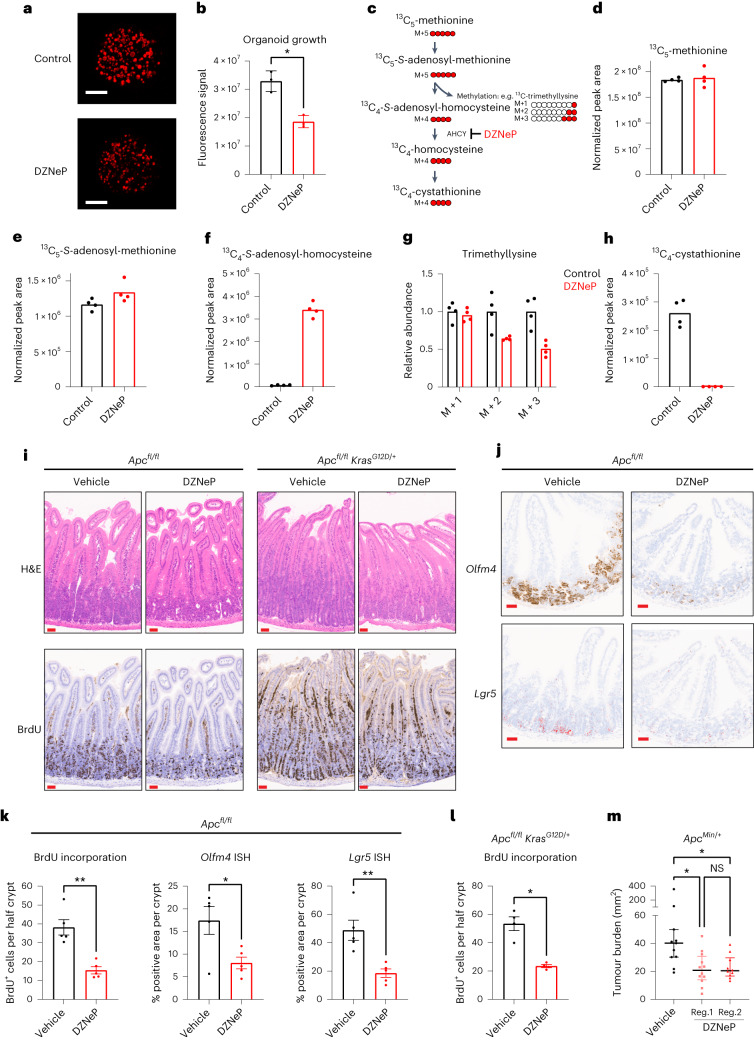
Inhibition of AHCY suppresses proliferation, stem cell expansion and tumorigenesis in APC-driven models of colorectal cancer. **a**,**b**, Representative images (scale bar, 250 µm; **a**) and quantification (**b**) of APC organoids (±DZNeP 1 μM) stained with Syto 60 nucleic acid stain (mean ± s.d.; each dot represents the mean of three independent experiments with 4 or 5 technical replicates each). Asterisk refers to *P* value obtained from one-tailed Mann–Whitney test (*P = 0.05). **c**, Schematic showing carbon contribution of ^13^C_5_-methionine to intermediates of the methionine cycle, cystathionine and trimethyllysine. **d**–**h**, Abundance of ^13^C_5_-methionine (**d**), ^13^C_5_-SAM (**e**), ^13^C_4_-SAH (**f**), various isotopologues of trimethyllysine (**g**) and ^13^C_4_-cystathionine (**h**) in APC organoids (±DZNeP 1 μM; bar indicates the mean; data from a representative experiment performed twice, with four technical replicates each; each dot represents a technical replicate). **i**, Representative images of H&E staining and IHC for BrdU on small intestinal sections of APC (*n* = 5) and APC KRAS (*n* = 4) mice treated with vehicle or DZNeP (5 mg per kg body weight). Scale bars, 50 μm; **j**, Representative images of ISH for *Olfm4* and *Lgr5* expression in the small intestine of APC mice (*n* = 5) treated with vehicle or DZNeP (5 mg per kg body weight). Scale bars, 50 μm. Images for *Lgr5* were processed using ImageJ to show ISH staining in red. **k**,**l**, Quantification of IHC for BrdU in the small intestine of APC and APC KRAS mice treated with vehicle or DZNeP (5 mg per kg body weight). Mean ± s.e.m.; *n* = 5 (APC) or *n* = 4 (APC KRAS) mice per experimental arm; each dot represents the average number of BrdU-positive cells per half crypt for each mouse), and ISH for *Olfm4* and *Lgr5* in APC mice treated with vehicle or DZNeP (5 mg per kg body weight). Mean ± s.e.m., *n* = 5 APC mice per experimental arm; each dot represents the average percentage of positive area *Olfm4* or *Lgr5* per crypt for each mouse. Asterisks refer to *P* values obtained from one-tailed Mann–Whitney tests: **k**, *P = 0.0476; **P = 0.0040; **l**, *P = 0.0143. **m**, Small intestinal macroscopic tumour burden in *Apc*^*Min/+*^ mice treated with vehicle or DZNeP from day 50 until day 85 of age. Vehicle (*n* = 11): i.p. PBS. Regime 1: DZNeP (2 mg per kg body weight i.p.; *n* = 12) using weekly cycles of 4 d of daily treatment followed by 3 d of no treatment. Regime 2: DZNeP (5 mg per kg body weight i.p.; *n* = 10) twice per week. Plot shows the median with interquartile range. Each dot represents an individual mouse. Asterisks represent *P* values obtained from Kruskal–Wallis test followed by Dunn’s correction (*P < 0.05; vehicle versus reg.1: *P* = 0.0114; vehicle versus reg.2: *P* = 0.0243; reg.1 versus reg.2: *P* > 0.999). Source data

To study the effect of AHCY inhibition in vivo, APC and APC KRAS mice were treated with DZNeP (5 mg per kg body weight) after i.p. induction with tamoxifen (Extended Data Fig. 8a,b). The APC protein is a component of the β-catenin destruction complex and plays a critical role in maintenance of the stem cell niche and tumour suppression in the intestinal epithelium. APC negatively regulates WNT/TCF signalling by directing the degradation of β-catenin^32^. *APC* deficiency results in accumulation of nuclear β-catenin and thereby increasing transcription of its target genes (including *MYC* and *AXIN2*)^33,34^. Previously, we have shown that acute loss of *Apc* leads to a crypt progenitor phenotype with increased proliferation, stem cell markers and perturbed differentiation^35,36^. DZNeP did not affect direct WNT pathway activation as analysed by immunohistochemistry (IHC) analysis of nuclear accumulation of β-catenin in APC mice (Extended Data Fig. 8c) but significantly suppressed intestinal hyperproliferation in both the small intestine (Fig. 4i,k,l and Extended Data Fig. 8d,e) and colon (Extended Data Fig. 8f–j), without impairing intestinal crypt proliferation in WT animals (Extended Data Fig. 9a–d). Given the high expression of AHCY in intestinal crypts, we analysed the expression of intestinal stem cell markers using ISH in APC and APC KRAS mice. Expression of both *Olfm4* and *Lgr5* was significantly reduced upon DZNeP treatment (Fig. 4j,k and Extended Data Fig. 9e). 

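To compare transcription with and without DZNeP, RNA from the small intestine of APC mice was sequenced. In APC mice, tamoxifen activates a Cre recombinase under the villin promoter, which deletes both copies of *Apc* in the intestinal epithelium. DZNeP (3-deazaneplanocin A), the AHCY inhibitor, was given i.p. at 5 mg per kg body weight every day, the vehicle was PBS, and tissues were collected on day 4. The paper's methods give 1 or 2 i.p. injections of 2 mg tamoxifen, and the sample labels give 2. The groups were 4 vehicle-treated mice (2 males and 2 females) and 5 DZNeP-treated mice (3 males and 2 females). Reads of the Y-linked gene *Eif2s3y* numbered 470 to 588 in each library labelled male and 0 in each library labelled female. Libraries were made with the Illumina Stranded mRNA Prep kit and sequenced from both ends with 36 cycles each on an Illumina NextSeq. The authors trimmed the reads with Trim Galore 0.6.4 at a Phred score of 20, aligned them to the mouse genome GRCm38 (Ensembl release 98) with HISAT2 2.1.0 and counted reads per gene with FeatureCounts 1.6.4. They deposited raw counts, without normalization, for 55423 features. The paper's text does not name how reads matching more than 1 gene were counted or whether strand was used, so values of near-identical copies and of overlapping genes are uncertain. Between 6335803 and 6705167 reads per vehicle-treated mouse were counted on genes, with a median of 6537593. DZNeP-treated mice had 6735134 to 8625666 counted reads, with a median of 7501811. From these counts, expression was compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment after TMM normalization, for the 15290 genes that passed edgeR's filter on low counts.

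At an adjusted p-value under 0.05, 1818 genes were lower and 1903 higher in DZNeP-treated mice. The alternative that moved these counts most was the fit with females only, 2 against 2 mice, in which 0 genes passed the threshold and 1996 had an unadjusted p-value under 0.05. Single mice also moved the counts by more than 1.5 times. Without vehicle replicate 1, 753 genes were lower and 775 higher, without vehicle replicate 2, 751 and 759, and without vehicle replicate 4, 1124 and 1181. Leaving out DZNeP replicate 5 gave 1162 lower and 1051 higher genes. Leaving out DZNeP replicate 1 moved only the higher genes by that much (1147, with 1214 lower). The libraries also split in a way that treatment does not account for. In this split DZNeP replicates 1, 2, 4 and 5 stand against DZNeP replicate 3 and the 4 vehicle-treated mice: 70 features had at least 10 reads in each library of the first set and at most 1 read in every library of the second, and 4 features showed the opposite. Of these 74 features, 66 are processed pseudogenes. No prefix of the animal identifiers occurs in both sets, and DZNeP replicate 3 shares its prefix with vehicle replicate 4. All DZNeP-treated males are in the first set, while the DZNeP-treated females are divided between the sets, so fits by sex are not free of the split. The first set holds no vehicle-treated mouse, so within a set treatment can be compared only between DZNeP replicate 3 and the vehicle-treated mice, where an exact test of 1 against 4 cannot go below p = 0.2. With the set as a term in the model, a fit chosen after the data were examined, 1 gene was lower and 4 were higher with DZNeP, and 1433 genes had an unadjusted p-value under 0.05. Among 7310 protein-coding genes that share no 36-base word with another annotated gene, also chosen afterwards, 865 were lower and 751 higher.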

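*Lgr5* (ENSMUSG00000020140), which encodes a receptor of R-spondins, lies on chromosome 10 of GRCm38 from 115450311 to 115587780. Its expression was 70.3 ± 27.3 counts scaled to library size (CPM, SD, n = 4) in vehicle-treated and 27.1 ± 7.4 (SD, n = 5) in DZNeP-treated APC mice. The log2 fold change was -1.38 (standard error 0.301, adjusted p = 0.0147 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and every DZNeP-treated mouse lay below every vehicle-treated mouse (exact permutation test, two-sided, p = 0.00794, the smallest p that 5 mice against 4 allow). *Olfm4* (ENSMUSG00000022026), on chromosome 14 from 79984081 to 80023139, had 1866 ± 579 CPM (SD, n = 4) with vehicle and 565 ± 223 (SD, n = 5) with DZNeP. Its log2 fold change was -1.72 (standard error 0.355, adjusted p = 0.0126, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 5.17% of its exon sequence overlaps another annotated gene. With each mouse left out in turn, the log2 fold change stayed between -1.58 and -1.15 for *Lgr5* and between -1.89 and -1.52 for *Olfm4*, below the threshold in all 9 fits. Against the vehicle-treated mice, DZNeP replicate 3 alone had log2 fold changes of -1.14 and -1.55.

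The paper's text does not name the additional markers. In the margin of its source table for Extended Data Fig. 9f,g, the genes *Prom1*, *Prox1*, *Msx1* and *Sox4* carry notes. The copy of that table used here holds 1995 of its 24774 lines. It already gives the paper's own log2 fold changes, among them -1.38 for *Lgr5*, -1.72 for *Olfm4* and -1.07 for *Prom1*. For *Lgr5* the paper's adjusted p from DESeq2 was 2.76e-05. In the 1976 kept lines tested with DESeq2 here, the log2 fold changes lay within 0.05 of the paper's. Both come from the same counts, so this is no independent evidence. *Prom1* (chromosome 5, 43993620 to 44102032) had a log2 fold change of -1.07 (standard error 0.17, adjusted p = 0.00629 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 5.91% of its exon sequence overlaps an antisense gene. *Prox1*, *Msx1* and *Sox4* were singled out after their values were seen. *Prox1* (chromosome 1, 190118035 to 190170714) and *Msx1* (chromosome 5, 37820485 to 37824583) had log2 fold changes of -1.77 and -2.11, each with an adjusted p of 0.0013 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1.59% of the exon sequence of *Prox1* overlaps an antisense gene. *Sox4* (chromosome 13, 28948919 to 28953713) had a log2 fold change of -1.59 (adjusted p = 0.00754, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with the limit that 54.6% of its exon sequence overlaps an antisense gene.

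Because the markers are not named, a list of 24 intestinal stem cell marker genes was fixed before the data were examined. Of these, 22 were lower in DZNeP-treated mice, 19 of them past the threshold over all genes tested, and 21 lower and 1 higher when adjusted over the list alone. The median log2 fold change of the list was -0.64. Besides *Lgr5* and *Olfm4*, the lower genes past the threshold ranged from *Gkn3* (-3.04) and *Mex3a* (-1.47) to *Axin2* (-0.30) and *Cdk6* (-0.24). *Rnf43*, *Slc12a2* and *Soat1* were lower without passing it, and *Sox9* (0.15) and *Aqp4* (0.57) were higher without passing it. Of the 19 genes, 12 passed in all 9 fits that each left out a mouse, and the others in fewer: *Igfbp4* in 7, *Scn2b* in 6, *Rgmb* and *Cd44* in 5, *Axin2* in 4, *Ephb2* in 3 and *Cdk6* in 2. The number of stem cell genes past the threshold and lower was 12 without vehicle replicate 1, 12 without vehicle replicate 2, 14 without vehicle replicate 4, 14 without DZNeP replicate 1 and 15 without DZNeP replicate 5. With females only it was 0 (12 with an unadjusted p-value under 0.05), and with the split of the libraries as a term 0 (7 unadjusted), while 22 of the 24 genes were lower in both fits. The list shares 7 genes with the list of WNT targets. The list as a set was lower by edgeR's camera test with a preset correlation of 0.01 (adjusted p = 4.94e-12, Benjamini-Hochberg over 25 lists) and by fry (adjusted p = 0.00689), and did not pass with the correlation between genes estimated from the data (adjusted p = 0.273). Expressed as the mean log2 CPM of the list relative to all 9 mice, the score was 0.41 ± 0.19 (SD, n = 4) with vehicle and -0.33 ± 0.25 (SD, n = 5) with DZNeP (exact permutation test, two-sided, p = 0.00794). The score of DZNeP replicate 3, the only DZNeP-treated mouse on the side of the vehicle libraries in the split of the libraries, was -0.15, below the lowest vehicle-treated mouse at 0.19, and 22 of the 24 genes were lower in it, with a median of -0.47. With a single DZNeP-treated mouse on that side, a test within it cannot separate treatment from the split. The paper reports lower *Olfm4* and *Lgr5* by ISH, and lower additional markers by RNA-seq, with DZNeP, and the list and its scores are not the paper's.

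**Figure D1:**
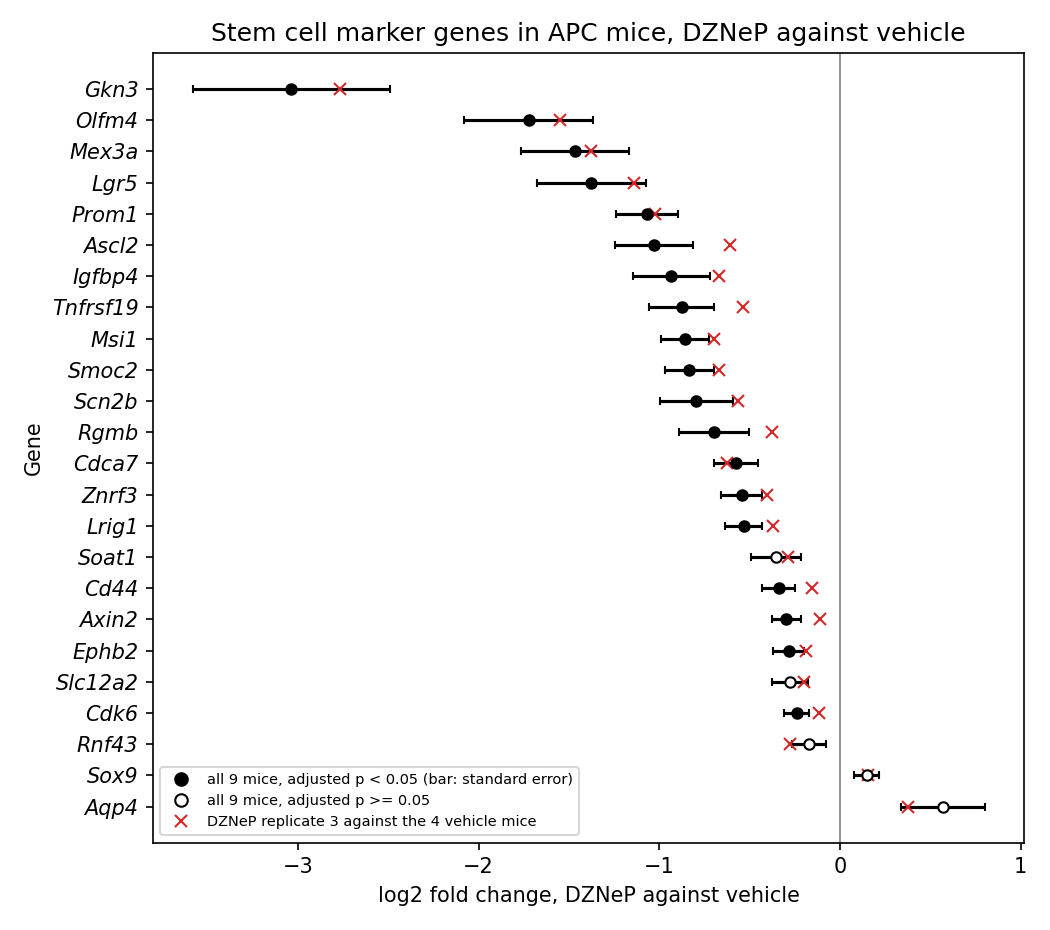
Log2 fold change of the 24 stem cell marker genes between 5 DZNeP-treated and 4 vehicle-treated APC mice (horizontal axis), one gene per line. Filled circles are genes with an adjusted p-value under 0.05, open circles the others, bars the standard error, and crosses DZNeP replicate 3 against the 4 vehicle-treated mice. All genes but *Sox9* and *Aqp4* lie below 0.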

RNA-seq confirmed decreased expression of additional established stem cell markers with relevance to cancer in DZNeP-treated APC mice (Extended Data Fig. 9f,g). 

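In the same APC mice, a list of 24 proliferation genes, from the same set of lists, had a median log2 fold change of -0.59 with DZNeP. Of these genes 21 were lower, 18 of them past the threshold over all genes tested and 19 when adjusted over the list alone. The list was lower by camera (adjusted p = 3.49e-11 from edgeR with Benjamini-Hochberg adjustment over the lists) and by fry (adjusted p = 0.00933), but not with an estimated correlation (adjusted p = 0.273, edgeR). *Mcm3*, on chromosome 1 of GRCm38 from 20802968 to 20820312, had 152 ± 16.2 CPM (SD, n = 4) in vehicle-treated and 98.2 ± 12.3 (SD, n = 5) in DZNeP-treated mice, a log2 fold change of -0.63 (standard error 0.104, adjusted p = 0.00629 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Mcm6*, on chromosome 1 from 128331590 to 128359664, had a log2 fold change of -0.67 (adjusted p = 0.00649, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The list's score was 0.27 ± 0.11 (SD, n = 4) with vehicle and -0.21 ± 0.19 (SD, n = 5) with DZNeP (exact permutation test, two-sided, p = 0.0159). DZNeP replicate 3 was at -0.10, below the lowest vehicle-treated mouse at 0.12.

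Over all 9 mice, the medians of 5 lists of differentiated cell types moved the other way. All 14 enterocyte genes were higher, with a median log2 fold change of 0.49, 8 past the threshold over all genes tested and 10 when adjusted over the list alone (camera, adjusted p = 1.36e-05, fry, adjusted p = 0.0164, both from edgeR). The camera p-value is limited by the other splits of the mice, since 17 of the 100 splits drawn gave one as small for this list. The list's score was 0.24 ± 0.23 (SD, n = 5) with DZNeP and -0.30 ± 0.17 (SD, n = 4) with vehicle, without overlap (exact permutation test, two-sided, p = 0.0159). *Sis* (chromosome 3, 72888557 to 72967863) rose by 1.05 on the log2 scale and *Slc5a1* (chromosome 5, 33104219 to 33162870) by 1.05, with adjusted p-values of 0.00554 and 0.00629 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 7 goblet cell genes had a median of 0.43 (camera, adjusted p = 0.00113, edgeR). The 9 Paneth cell genes had a median of 0.91, with 8 past the threshold (camera, adjusted p = 1.89e-09, edgeR), but all except *Mmp7* share sequence with other annotated genes, and *Mmp7*, singled out after its values were seen, did not pass it (0.24). The tuft cell list (median 0.64) passed by fry (adjusted p = 0.00689, edgeR with limma) and not by camera (adjusted p = 0.064, edgeR), and the enteroendocrine list (median 0.62) by neither. Within the enteroendocrine list *Neurog3* was lower (-2.11), with 16.3% of its exon sequence overlapping an antisense gene, and *Gip* was higher (0.83). With the correlation between genes estimated from the data, 0 of the 25 lists passed, and 3 had an unadjusted p-value under 0.05. In DZNeP replicate 3, compared with the vehicle-treated mice alone, the median was 0.33 for the enterocyte list, 0.22 for the goblet cell list, 0.77 for the Paneth cell list, 0.40 for the tuft cell list (3 of 7 genes lower) and 0.08 for the enteroendocrine list (3 of 9 lower). Its enteroendocrine score was -0.17, below the mean of the vehicle-treated mice at -0.14.

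**Figure D2:**
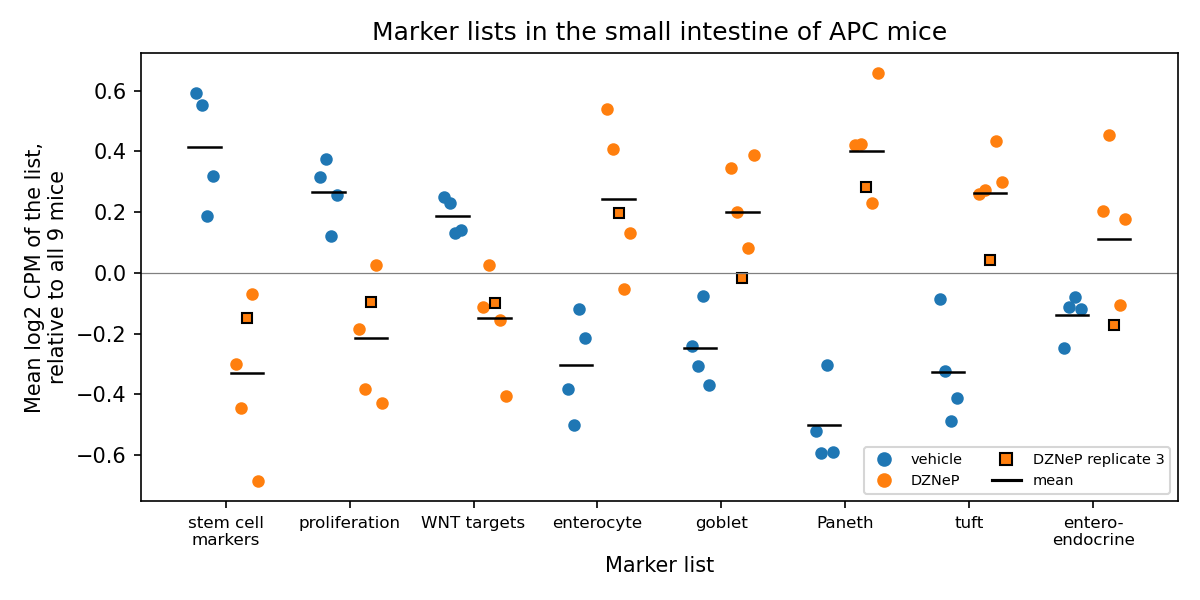
Mean log2 CPM of 8 marker lists relative to all 9 mice (vertical axis), for 4 vehicle-treated and 5 DZNeP-treated APC mice. Each point is a mouse, lines are group means, and squares are DZNeP replicate 3. The stem cell scores run from -0.68 to -0.07 with DZNeP and from 0.19 to 0.59 with vehicle.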

Taken together, these findings show that AHCY inhibition prevents the crypt progenitor phenotype driven by *Apc* loss, both in the presence and absence of *Kras*^*G12D*^ expression.

Previously, dietary restriction of methyl donors has been shown to reduce tumour burden in *Apc*^*Min/+*^ mice^37^. We next tested whether AHCY inhibition could reduce intestinal tumorigenesis in this model. A lower dose of DZNeP (2 mg per kg body weight) was found to be therapeutic in APC mice (Extended Data Fig. 10a), and well tolerated in WT mice for long-term treatment (Extended Data Fig. 10b,c). We next applied two distinct DZNeP treatment regimes in *Apc*^*Min/+*^ mice which significantly reduced tumour burden compared to vehicle-treated animals (Fig. 4m and Extended Data Fig. 10d). Collectively, these data show that AHCY inhibition truncates the methionine cycle and thereby reduces proliferation and tumorigenesis of APC-deficient cells indicating its potential as an actionable target for APC-driven CRC, even in the context of mutant KRAS.

In conclusion, we applied multimodal mass spectrometry-based metabolomics to investigate the metabolic consequences of common oncogenic events in CRC. We show that various combinations of genetic alterations in *Apc*, *Kras* and *Pten* perturb intestinal epithelial metabolism to the extent that metabolic profiling can accurately stratify tissues according to underlying genetic events, with no need for further ion identification. We used REIMS as a tool for rapid lipidomic segmentation highlighting the clinical potential of our results, and applied MSI to classify tumour epithelial, tumour stromal and NAT cells. Finally, untargeted LC–MS indicated increased activity of the methionine cycle in APC-mutant CRC, which ultimately revealed AHCY as a promising target for CRC. Our results argue for using a combination of these various analytical platforms to study metabolic rewiring in cancer.

## Methods

### Mouse studies

All in vivo experiments were carried out in accordance with the UK Home Office regulations (under project licences 70/8646, and PP3908577 and P609116C5) with approval from the Animal Welfare and Ethical Review Board of the University of Glasgow and the Francis Crick Institute. Mice were housed under a 12-h light–dark cycle, at constant temperature (19–23 °C) and humidity (55% ± 10%). Standard diet and water were available ad libitum. Mice were euthanized humanely either at a predefined time point preceding signs of discomfort/tumour development, or when displaying clinical signs characteristic of intestinal tumour burden as defined in the relevant licensing documents. Severity limits were adhered to at all times. The majority of the work was performed in the C57BL/6J background. The following alleles were used in this study: Villin-*CreER*^38^, *Apc*^*fl*^(ref. ^39^), *Kras*^*G12D*^(ref. ^40^), *Pten*^*fl*^(ref. ^41^) and *Apc*^*Min*^(ref. ^42^). Supplementary Table 6 summarizes the sample sizes for in vivo experiments. For conditional alleles, robust recombination throughout the intestinal epithelium was obtained by one or two i.p. injections of 2 mg tamoxifen, and tissues were collected 3 or 4 d after induction. To drive spatially localized Cre induction in the colon, 4-hydroxytamoxifen (70 μl, 100 nM; Merck Millipore) was delivered under general anaesthesia via a single injection into the colonic submucosa via colonoscopy as described by Roper et al.^43^. Tumour formation was confirmed via colonoscope before tissue sampling. Animals heterozygous for the *Apc*^*Min*^ allele of both sexes at the age of 12–16 weeks were used. Samples from *Apc*^*Min/+*^ mice were collected for IF at the onset of clinical signs of intestinal adenomas. For tissue metabolomics (MSI or LC–MS), intestines were flushed with ice-cold PBS, and tissues of interest were dissected and snap frozen.

To study the effect of AHCY inhibition in vivo, Villin-Cre^ERT2^ *Apc*^*fl/fl*^ (APC) and Villin-Cre^ERT2^ *Apc*^*fl/fl*^ *Kras*^*G12D/+*^ (APC KRAS) mice were treated daily with DZNeP.HCl (5 mg per kg body weight i.p.; Carbosynth) or vehicle (PBS) from day 1 after i.p. tamoxifen administration (Extended Data Fig. 8a,b). Animals were injected with BrdU (i.p.) 2 h before sampling tissues. Tissues were collected on day 4 (APC) or day 3 (APC KRAS). To test the effects of long-term DZNeP treatment, WT C57/BL6 mice were treated from 50 (±2) days of age with vehicle (PBS; *n* = 10) or DZNeP.HCl (2 mg per kg body weight i.p.; *n* = 10) using weekly cycles of 4 d of daily treatment, followed by 3 d of no treatment. Body weights were recorded three times per week and mice were euthanized at 93 (±2) days of age. *Apc*^*Min/+*^ mice were treated from day 50 (±2) with vehicle (PBS; *n* = 11) or DZNeP.HCl (2 mg per kg body weight i.p.; *n* = 12) using weekly cycles of 4 d of daily treatment (that is, regime 1), or with DZNeP.HCl (5 mg per kg body weight i.p.; *n* = 10) twice per week (that is, regime 2). Tissues were collected at 85 (±2) days of age and macroscopic intestinal tumour burden was scored. Blood analysis was performed using a ProCyte Dx Hematology Analyzer (IDEXX).

To study tumour-specific distribution of glycocholic acid (GA; Extended Data Fig. 3), ^13^C-GA (CLM-191, CK Isotopes) was administered by oral gavage to tumour-bearing animals (APC, spatially localized Cre induction) at 75 mg per kg body weight (vehicle: 10% dimethylsulfoxide, 0.5% hydroxypropyl methylcellulose + 0.1% Tween-80). Tissues were harvested and snap frozen for downstream analysis 8.5 h after administration.

### Haematoxylin & eosin, immunohistochemistry and RNA-ISH

Intestinal tissues were fixed in 10% neutral buffered formalin or methacarn (methanol:chloroform:acetic acid at a 4:2:1 ratio). All H&E, IHC and ISH staining was performed on 4-µm formalin-fixed paraffin-embedded sections (FFPE) that had previously been heated at 60 °C for 2 h.

Standard protocols were used for H&E staining. FFPE sections for BrdU (347580, Becton Dickinson) IHC staining were loaded into an Agilent pretreatment module to be dewaxed and undergo heat-induced epitope retrieval using high pH target retrieval solution (TRS; K8004, Agilent). The sections were heated to 97 °C for 20 min in high pH TRIS buffer. After heat-induced epitope retrieval, the sections were rinsed in flex wash buffer (K8007, Agilent) before being loaded onto the Agilent autostainer. Mouse on Mouse blocking reagent (MKB-2213, Vector Labs) was applied to the sections for 20 min before washing with wash buffer. The sections underwent peroxidase blocking (S2023, Agilent) for 5 min and were then rinsed with flex buffer before applying BrdU antibody to the sections at a previously optimized dilution (1:250) for 35 min. The sections were washed with flex wash buffer before application of mouse envision secondary antibody (K4001, Agilent, undiluted) for 30 min. Sections were rinsed with flex wash buffer before applying Liquid DAB (K3468, Agilent) for 10 min. The sections were washed in water and counterstained with haematoxylin z (RBA-4201-00A, CellPath).

ISH for *Lgr5* (312178) and *Olfm4* (311838; both from Advanced Cell Diagnostics) mRNA was performed using RNAScope 2.5 LSx (brown) detection kit (322700, Advanced Cell Diagnostics). BaseScope ISH detection for *Ahcy* (1174218) mRNA was performed using BaseScope LS (red) reagent kit (323600; Advanced Cell Diagnostics). ISH staining was performed on a Leica BOND Rx autostainer strictly according to the manufacturer’s instructions^44^. Images were analysed using HALO software (Indica Labs). To improve visual interpretation, images for *Lgr5* were processed using ImageJ v2.9.0/1.53t to show ISH staining in red.

### Immunofluorescence

#### Intestines from wild-type and *Apc*^Min/+^ mice and organoids

Intact intestinal tissues were flushed with PBS followed by 10% buffered formalin (Sigma-Aldrich). Intestines were then fixed as a Swiss roll in 10% buffered formalin overnight with gentle rocking. The tissues were rinsed in 70% ethanol before embedding in paraffin wax. Four-micron sections were dewaxed and rehydrated by two-time immersion in xylene for 10 min, then two-time immersion in 100% ethanol for 10 min, followed by subsequent immersion in 95, 70, 50 and 25% ethanol for 5 min, and rinsed in water. Antigen retrieval was performed for 20 min at high temperature with 10 mM citrate, pH 6.0. Slides were washed with PBS and blocked with 1% BSA and 0.1% Triton X-100 in PBS.

Organoids were seeded in eight-well slide chambers (Thermo Scientific Nunc, 154526) and fixed in prewarmed 4% formalin for 25 min and then rinsed and permeabilized by incubating for 1 h in 1% BSA and 0.1% Triton X-100 in PBS.

Tissue or cell culture slides were incubated with an appropriate dilution of primary antibody (rabbit anti-AHCY (ProteinTech, 10757-2-AP; 1:100 dilution) and mouse anti-5m-cystosine (Abcam, Ab10805; 1:100 dilution)) in a humidity chamber overnight at 4 °C. Slides were washed five times in PBS for 5 min with gentle rocking, followed by a 2-h incubation with a 1:250 dilution of either anti-rabbit conjugated to Alexa Fluor 555 or anti-mouse conjugated to Alexa Fluor 488, as appropriate, in blocking solution for 1 h, and washed again five times in PBS for 5 min with gentle rocking. Slides were mounted to a coverslip with Vectashield (Vector Laboratories) containing 0.1 µg ml^−1^ DAPI. Images were captured with a Leica SP5 confocal microscope.

#### Intestines from Villin-Cre^ERT2^*Apc*^fl/fl^ (*Kras*^G12D/+^) mice and human samples

IF was performed on 4-µm FFPE sections that had previously been kept at 60 °C for 2 h. FFPE sections for AHCY (10757-2-AP, Proteintech) IF staining were loaded onto a Leica Bond Rx autostainer. FFPE sections underwent on-board dewaxing (AR9222, Leica) and antigen retrieval using ER1 solution (AR9661, Leica) for 40 min at 95 °C. Sections were rinsed with Leica wash buffer (AR9590, Leica) before a 10% normal goat serum (X090710, Agilent) solution was applied for 30 min. Sections were rinsed with wash buffer before AHCY antibody was applied at a 1:500 dilution. Sections were rinsed with wash buffer and anti-rabbit IgG 647 diluted at a 1:250 ratio applied for 30 min before rinsing with wash buffer. DAPI was applied to the sections before rinsing with wash buffer and then the sections were coverslipped using pro-long gold (P10144, Thermo Fisher). Images were captured using the Keyence BZ-X810 microscope.

### RNA sequencing

For RNA-seq of tissues from WT, APC or APC KRAS mice, 1 µg of RNA was prepared in 50 µl. RNA-seq was performed using an Illumina TruSeq RNA sample prep kit, then run on an Illumina NextSeq using the High Output 75 cycles kit (2 × 36 cycles, paired-end reads, single index). For RNA-seq of tissues from APC mice treated with vehicle or with DZNeP, 1 µg of RNA was prepared in 25 µl. RNA-seq was performed using an Illumina Stranded mRNA Prep kit, then run on an Illumina NextSeq 500 using the High Output 75 cycles kit (2 × 36 cycles, paired-end reads, dual indexed).

The raw sequence quality was assessed using the FastQC algorithm version 0.11.8. Sequences were trimmed to remove adaptor sequences and low-quality base calls, defined by a Phred score of <20, using the Trim Galore tool version 0.6.4. The trimmed sequences were aligned to the mouse genome build GRCm38.98 using HISAT2 version 2.1.0, then raw counts per gene were determined using FeatureCounts version 1.6.4. Differential expression analysis was performed using the R package DESeq2 version 1.22.2, and PCA was performed using R base functions.

### Single-cell RNA sequencing

Villin-Cre^ERT2^ *Apc*^*fl/fl*^ (APC; *n* = 2) mice received two i.p. injections of 2 mg tamoxifen and were sampled 4 d after induction. Segments from the small intestine (5–15 cm) and colon (mid colon) were collected and processed immediately for scRNA-seq. Briefly, samples were homogenized and digested using a Mcllwain Tissue Chopper and the GentleMACS Octo Dissociator (Miltenyi Biotec, 130-096-427) in combination with the mouse tumour dissociation kit (Miltenyi Biotec, 130-096-730). Debris was then removed using the debris removal solution kit (Miltenyi Biotec, 130-109-398). Cells were sorted using a FACSAria sorter (BD Biosciences) and DAPI (Invitrogen, D1306) to remove dead cells. A total of 40,000 cells were loaded onto each channel of Chromium Chip G using reagents from the 10x Chromium Single-Cell 3′ v3 Gel Bead Kit and Library (10x Genomics) according to the manufacturer’s protocol. The libraries were analysed using the Bioanalyzer High Sensitivity DNA Kit (Agilent Technologies). scRNA-seq libraries were sequenced on the Illumina NovaSeq 6000 with paired-end 150-bp reads. Sequence alignment of single-cell data to the mm10 genome was performed using the count tool from the Cell Ranger package version 6.1.2 according to the developer’s instructions, generating barcodes, features and matrix output files for each sample. Subsequent analysis was done using R version 4.1.1 using Seurat version 4.0.4. Samples were input using the Read10X function, filtering to include cells with a minimum of 100 expressed genes and genes that were present in at least three cells, then further filtered to only include cells with <5% mitochondrial genes, <10% haemoglobin genes, >100 genes per cell and >400 reads per cell. Samples were then integrated by RPCA using the IntegrateData function before being scaled and normalized. Dimension reduction was then performed using PCA before clustering was performed using the FindNeighbours and FindClusters functions. Marker genes for individual clusters were determined using the FindAllMarkers function. Cell types were annotated using CellTypist and custom gene lists.

### Organoid studies

Intestines from WT C57BL/6J mice were sliced longitudinally, rinsed in calcium-free and magnesium-free PBS (PBS-CMF) with vigorous shaking, and cut into 2-cm segments. Villi were scraped and rinsed away. The tissue was minced and collected in a Falcon tube. The tissues were washed approximately ten times by resuspension in fresh PBS-CMF, pelleting by gravity, aspiration and resuspension in fresh PBS-CMF. The tissue was centrifuged at 200*g* for 5 min. PBS-CMF was aspirated. Crypts were removed by suspension in 10 ml 2 mM EDTA and gentle agitation for 30 min followed addition of 10 ml PBS-CMF and vigorous shaking. EDTA was neutralized by 5 ml PBS with calcium and magnesium. The crypt-free tissue was allowed to settle to the bottom of the tube and the crypt-containing supernatant was collected. Crypts were pelleted and washed 2× with Advanced DMEM-F12 by centrifugation at 200*g* for 5 min. The crypts were resuspended in Matrigel and seeded as drops onto culture dishes. After the Matrigel solidified, a 1:1 dilution of Advanced DMEM-F12 medium with 10 mM HEPES, 1× B27, 1 mM *N*-acetylcysteine, 50 ng ml^−1^ EGF, 500 ng ml^−1^ R-spondin and 200 ng ml^−1^ Noggin WNT conditional medium^45^ was added. After the crypts formed spheres, the WNT conditional medium was removed, which allowed the spheres to differentiate and bud.

APC^Min^ adenomas were isolated by slicing the adenoma-bearing tissues longitudinally, rinsing with PBS-CMF, and excising adenomas with forceps. Adenomas were dissociated by incubating with 1 mg ml^−1^ collagen dispase in Advanced DMEM-F12 for 1 h. Dispase was neutralized with 5% FBS. Single cells were isolated by filtering and pelleting by centrifugation at 200*g* for 5 min. The cells were resuspended in Matrigel and seeded as drops onto culture dishes. APC-mutant cells were selected by not including WNT or R-spondin in the medium. After the establishment of organoids, organoids were cultured in Advanced DMEM-F12 medium with 10 mM HEPES, 1× B27, 1 mM *N*-acetylcysteine, 50 ng ml^−1^ EGF, 500 ng ml^−1^ R-spondin and 200 ng ml^−1^ Noggin.

Organoids were isolated from the small intestines of Villin-*CreER Apc*^*fl/fl*^ mice as described previously^46^. Organoids were resuspended in Matrigel (BD Biosciences), plated in 24-well plates and supplemented with Advanced DMEM/F12 supplemented with 10 mM HEPES, 2 mM glutamine, N2, B27 (all from Gibco, Life Technologies), 100 ng ml^−1^ Noggin and 50 ng ml^−1^ EGF (both from PeproTech).

To evaluate the effect of AHCY inhibition on growth, organoids were seeded as fragments in Matrigel and cultured in the presence/absence of DZNeP.HCl (0 or 1 μM) for 72 h. Culture medium was removed and organoids were stained for 90 min with SYTO 60 Nucleic Acid Stain (0.5 μM; Thermo Fisher). Fluorescence signal was quantified on a LICOR imaging system.

To study the metabolic effects of AHCY inhibition, organoids were seeded as fragments in Matrigel, supplemented with Advanced DMEM/F12 (containing 10 mM HEPES, 2 mM glutamine, N2, B27, 100 ng ml^−1^ Noggin and 50 ng ml^−1^ EGF) and allowed to proliferate for 48 h. Next, organoids were pretreated for 2 h with DZNeP.HCl (0 or 1 μM final concentration), after which medium was replaced with fresh medium supplemented with ^13^C_5_-methionine (116 μM) and DZNeP.HCl (0 or 1 μM final concentration). After 18 h, cells were washed three times with ice-cold PBS and extracted in 400 μl extraction solution (methanol:acetonitrile:water; 50:30:20 ratio). Samples were centrifuged and analysed by LC–MS on a ZIC-pHILIC column as described below. Extracted organoids were stained with SYTO 60 Nucleic Acid Stain as described above and fluorescence signal was used for data normalization.

To evaluate the effect of AHCY inhibition on protein synthesis, APC organoids were seeded as fragments in 30 µl Matrigel supplemented with Advanced DMEM/F12 (containing 10 mM HEPES, 2 mM glutamine, N2, B27, 100 ng ml^−1^ Noggin and 50 ng ml^−1^ EGF) in the presence/absence of DZNeP.HCl (1 μM). After 72 h, medium was replaced with fresh medium (±DZNeP) and, 6 h later, ^35^S-methionine (PerkinElmer, NEG772002MC) was added at 30 μCi ml^−1^ for 30 min. The organoids were then collected and lysed (buffer: 10 mM Tris pH 7.5, 50 mM NaCl, 0.5% NP40, 0.5% deoxycholate, 0.5% SDS, 10 mM Iodoacetamide). Trichloroacetic acid (12.5% wt/vol) was used for protein precipitation onto glass microfibre paper (Whatman, 1827-024) using a vacuum manifold and this was washed with 70% ethanol and acetone. Scintillation was read on a Wallac MicroBeta TriLux 1450 counter using Ecoscint (SLS Ltd LS271) and normalized to total protein content determined by the BCA assay. Protein synthesis rate was shown as counts per minute over protein content (CPM/μg protein).

For genetic silencing of *Ahcy* in *Apc*-deficient organoids, cells (2e5) were incubated for 4 h as organoid fragments in the presence of lentiviral particles (3e5) in 250 µl Advanced DMEM/F12 (containing 10 mM HEPES, 2 mM glutamine and 8 µg ml^−1^ polybrene). The following lentiviral particles, purchased from Horizon Discovery, were used: VSC6570 (shNTC), V3IMMMCG_11220560 (sh*Ahcy#1*), V3IMMMCG_16165841 (sh*Ahcy#2*) and V3IMMMCG_16576790 (sh*Ahcy#3*). After 4 h of incubation, organoids were plated in Matrigel drops and supplemented with Advanced DMEM/F12 containing 10 mM HEPES, 2 mM glutamine, N2, B27, 100 ng ml^−1^ Noggin, 50 ng ml^−1^ EFG and 10 µM Y-27632 (Cambridge Bioscience). After 24 h, puromycin (3 µg ml^−1^) was added for selection. Organoids lines were expanded, exposed for 24 h to doxycycline 0.5 µg ml^−1^, sorted for GFP positivity using a BD FACSAria, and maintained in medium without doxycycline. To evaluate knockdown efficiency, organoids were seeded as single cells (5,000 cells in 10 µl Matrigel) in Advanced DMEM/F12 (containing 10 mM HEPES, 2 mM glutamine, N2, B27, 100 ng ml^−1^ Noggin and 50 ng ml^−1^ EGF) in the presence/absence of doxycycline (0.5 µg ml^−1^; *n* = 6 wells per condition). After 4 d, medium was replaced with fresh medium supplemented with ^13^C_5_-methionine (116 μM). After 24 h, metabolites were extracted for LC–MS as described above. To evaluate cell growth, organoids were seeded as single cells (2,000 cells in 10 µl Matrigel) in Advanced DMEM/F12 (containing 10 mM HEPES, 2 mM glutamine, N2, B27, 100 ng ml^−1^ Noggin and 50 ng ml^−1^ EFG) in the presence/absence of doxycycline (0.5 µg ml^−1^). Medium was changed regularly and, after 5 or 6 d, metabolites were extracted for LC–MS and organoids were stained with SYTO 60 Nucleic Acid Stain to evaluate growth as described above.

### High-performance liquid chromatography–mass spectrometry

Frozen tissue fragments were weighed and homogenized in ice-cold extraction solution (20 mg ml^−1^, kept constant between samples for normalization) using ceramic beads and a Precellys Homogenizer (Bertin Instruments). Samples were centrifuged (10 min, 16,000*g*) and the supernatant was analysed as described below.

A Thermo Ultimate 3000 high-performance liquid chromatography (HPLC) system was equipped with a ZIC-pHILIC column (SeQuant; 150 mm by 2.1 mm, 5 μm; Merck KGaA), with a ZIC-pHILIC guard column (SeQuant; 20 mm by 2.1 mm) for metabolite separation. Cell or tissue extracts were injected (5 μl) and metabolite separation was obtained as described before^47^. The HPLC system was coupled with a Q Exactive Plus Orbitrap Mass Spectrometer (Thermo Fisher Scientific) used with a resolution of 70,000 at 200 mass-to-charge ratio (*m/z*), electrospray ionization and polarity switching mode across a mass range of 75 to 1,000 *m/z*. Mass accuracy was below 5 ppm. Untargeted metabolomics was performed as previously described^47^. In brief, where required for metabolite identification, a mixture of all samples within an experiment was analysed in both positive and negative single ionization mode using data-dependent fragmentation (ddMS2). Data was acquired using Xcalibur software (v4.3, Thermo Scientific). Untargeted data analysis was performed using Compound Discoverer (v3.2, Thermo Scientific). Retention times were aligned across all sample data files (maximum shift 2 min, mass tolerance 5 ppm). Unknown compound detection (minimum peak intensity 5e5) and grouping of compound adducts were carried out across all samples (mass tolerance 5 ppm, retention time (RT) tolerance 0.7 min). Missing values were filled using the software’s Fill Gap feature (mass tolerance 5 ppm, S/N tolerance 1.5). Metabolite identification was achieved by matching the mass and RT of observed peaks to an in-house database generated using metabolite standards (mass tolerance 5 ppm, RT tolerance 0.5 min), Peak annotations were confirmed using mzCloud (ddMS2) database search (precursor and fragment mass tolerance of 10 ppm, match factor threshold 50) and searching predicted compositions (mass tolerance 5 ppm, minimum spectral fit and pattern coverage of 30% and 90%, respectively) against the HMDB database. Targeted data analysis was performed using Tracefinder (v4.1, Thermo Scientific). Statistical tests were performed using Compound Discoverer, Perseus (1.6.2.2)^48^ and GraphPad Prism 9.

#### Detection of ^12^C-glycocholic acid and ^13^C-glycocholic acid

Single reaction monitoring mode was used to detect glycocholic acid on a Altis QQQ Mass Spectrometer equipped with a Vanquish LC system (Thermo Fisher Scientific). Separation of metabolites was performed on a Acquity HSS T3 column (Waters; 150 mm by 2.1 mm, 1.8 μm). The mobile phase consisted of solvent A (water with 0.1% formic acid) and solvent B (acetonitrile with 0.1% formic acid) using the following gradient: 0 min 20% B, 8 min 95% B and 10 min 20% B, at a constant flow rate of 0.3 ml min^−1^. The injection volume was 5 µl. Two transitions were optimized using an authentic standard of glycocholic acid (glycine-1-^13^C, CLM-191-PK, Cambridge Isotope Laboratories), from the negative precursor ion (*m/z* 465) to product ions (*m/z* 402 and *m/z* 75). Total cycle time was 0.8 s and Q1 resolution (FWHM) was 0.7 and Q3 resolution (FWHM) was 1.2. For each transition, the collision energy applied was optimized to generate the greatest possible signal intensity. The optimized source parameters were: spray voltage, 2,500 V; sheath gas, 35; Aux gas, 7; ion transfer tube temperature, 325 °C; vaporizer temperature, 275 °C; and RF lens, 105. Data acquisition was performed using Xcalibur 4.1 software.

### Rapid evaporative ionizing mass spectrometry

REIMS was performed on intestinal epithelium extracts, prepared as previously described^49^. An Erbe VIO 50C electrosurgical generator (Erbe Elektonedizin) operated in bipolar mode at 25 W was used to power the sampling forceps. Samples were allowed to reach room temperature before sampling, a portion of each pellet was removed using one tip of the forceps, the two electrodes of the forceps were brought into close proximity and the forceps were activated using a foot switch. The generated smoke was aspirated and directed to the REIMS interface using a 2-m-long Tygon tube. An isocratic solvent manager (Waters) was used to introduce propan-2-ol to the Venturi of the REIMS interface at a flow rate of 0.1 ml min^−1^, where it was mixed with the aspirated aerosol. REIMS data were acquired in negative ion mode (50–1,500 *m/z*) using a Waters Xevo G2-XS QToF mass spectrometer fitted with an REIMS interface (30,000 mass resolving power at *m/z* 956, <1 ppm RMS mass accuracy; Waters).

Data were converted from proprietary.RAW format to imzML using ProteoWizard^50^ and imzML Converter^51^ and analysed using SpectralAnalysis^52^ in MATLAB (2019b). Data were pre-processed using interpolation rebinning using a bin width of 0.001 Da, to create a consistent *m/z* axis to generate a mean spectrum. The mean spectrum was then peak picked using a gradient method, and the top 2,000 peaks selected for further processing. The regions where the forceps were active were then identified by clustering the data using *k*-means clustering using the cosine distance with *k* = 2. Data were then l_2_ normalized before further analysis by *t*-SNE and clustering.

*t*-SNE was applied to these data using the MATLAB function ‘tsne’ (MATLAB v2017a, Statistics and Machine Learning Toolbox) reducing the data to three dimensions using the cosine distance metric and the default hyperparameters^53^. Clustering was then performed on the *t*-SNE reduced data using the MATLAB ‘kmeans’ function with the Euclidean distance and ten replicates and five clusters (five clusters were chosen as there were five genotypes included in the study).

Following the segmentation, pairwise mean intensity log_2_ fold change and two-sided *t*-test *P* values were calculated between the data for each *m/*z from each genotype. The discriminating ions from this analysis (absolute fold change > 1.5, *P* value < 0.05, and significant after Benjamini–Hochberg FDR correction (*q* = 0.05) were then matched to the human metabolome database^54^ using custom MATLAB scripts^55^. For each tentative molecule that was identified, the biochemical pathways in which that molecule was involved were then identified. Pathways were then reported in descending order of the number of unique discriminating *m/z* that contained a molecule for that pathway (Supplementary Table 1). Pathways from the same HMDB subclass were curated to provide a more concise list of pathways to review (for example, Phosphatidylcholine Biosynthesis PC(22:1(13Z)/20:0), and Phosphatidylcholine Biosynthesis PC(22:0/24:0). No MS/MS was performed on these data. Tentatively identified molecules belonging to pathways shown in Supplementary Table 1 are described in Supplementary Table 2. However, additional isomeric and isobaric molecules may also be assigned to these *m/z*. For both Supplementary Tables 1 and 2, ambiguity for lipid annotations has been removed due to inability to differentiate side-chain and double-bond positions (for example, Phosphatidylcholine Biosynthesis PC(22:1(13Z)/20:0) is shortened to Phosphatidylcholine Biosynthesis PC(42:1)). Relevant scripts are available at https://github.com/oycxyd/JVVNatMet/tree/main/Cell%20pellets/Cell%20pellet%20REIMS%20scripts.

### Mass spectrometry imaging

Frozen tissue samples were prepared for MSI as described previously^56^.

#### DESI-MSI

DESI-MSI was carried out using a Xevo G2-XS QToF instrument (Waters) and a developmental sprayer incorporating a recessed capillary (Waters). Solvent comprising 95:5 methanol:water (Optima grade, Fisher Scientific) was used. The DESI sprayer was operated using the following parameters: 0.8 kV, 4 bar Nitrogen gas pressure, 50 V cone, 100 °C ion block temperature, room temperature inlet capillary, sprayer angle of 80°, 2 mm distance to the inlet capillary, 2 mm distance from sprayer nozzle to sample. Before data acquisition DESI signal intensity was optimized using black permanent marker to reach ion intensity for *m/z* 666 of >1e^6^ and on bovine brain homogenate tissue of >1e^4^ for basepeak in lipid *m/z* region (700–900). Mass calibration was carried out daily or before each sample analysed, whichever was more frequent, for a *m/*z range of 50–1,200 using mass spectra derived from a polylactic acid-coated glass slide. Data were also acquired with this mass range for pixel size 75 × 75 µm at a scan rate of two pixels per second. DESI MS/MS was undertaken using the same conditions and instrument. The instrument was operated in the MS/MS mode with RF voltage set to 7.4. For identification of the precursor ion that was assigned as glucose (Extended Data Fig. 2), the collision energy used was 10.

Volcano plot produced from MSI data as shown in Extended Data Fig. 4a was produced from tumour subregions of MSI data defined by *t*-SNE and *k*-means clustered regions of interest, which were observed to correlate with tumour regions in the corresponding H&E-stained tissue sections from the same tissues. Pixel data were RMS normalized, zeros were removed, and two-sided *t*-tests were performed in Python 3.7.9 (ttest_ind, scipy.stats package). Fold changes were calculated from average intensity values and plotted against *P* values, where 1.5 and 0.05, respectively, and significant after Benjamini–Hochberg FDR correction (q = 0.1), were considered as thresholds in the displayed figures. Python script is available at https://github.com/oycxyd/JVVNatMet/tree/main/DESI%20volcano.

#### MALDI-MSI

MALDI-MSI was carried out using a Synapt G2-Si QToF instrument (Waters) fitted with a uMALDI ion source^57^. The samples were coated with 9-AA (Merck Life Science) at 10 mg ml^−1^ in 80:20 ethanol:water by TM Sprayer (HTX Technologies) with a temperature of 65 °C, flow rate of 0.06 ml min^−1^, nozzle velocity of 1,200 mm s^−1^, four passes, 3 ml track spacing and CC pattern alternation. The instrument was calibrated with Red Phosphorus to an RMS mass accuracy of <1 ppm, and the instrument method was set as follows: pixel size of 45 × 45 µm, sensitivity mode, negative ion mode, *m/z* range of 50–1,200, laser repetition rate of 2,500 Hz and scan time of 0.5 s.

DESI and MALDI-MSI data obtained from APC and APC KRAS tumours were also comprehensively evaluated for potential ion signal corresponding to SAM, SAH, homocysteine, cystathionine and methionine. On-tissue ion signal of sufficient signal-to-noise or accurate mass error was not identified for these ions. Metabolite standards were readily detected by DESI (Supplementary Table 7) but the lack of detection of endogenous ions in tissues derived from genetically engineered mouse models suggests these are below the limit of detection for the systems used in this study.

#### DESI and MALDI-MSI *t*-SNE data analysis

Data were converted from proprietary.RAW format to imzML using ProteoWizard^50^ and imzML Converter;^51^ and analysed using SpectralAnalysis^52^ and in-house-developed scripts in MATLAB (2017a). MSI data were not normalized and were used raw after conversion to imzML. The top 4,000 peaks of each dataset were used to create a datacube and perform spatial segmentation by *k*-means clustering, with the similarity metric set to ‘cosine’ and the number of clusters set to 4. Tissue and background were manually labelled by comparing the optical images with the spatial segmentation results. The total spectrum for the tissue was created by summing all pixels belonging to the clusters categorized as such. Following removal of background pixels, *t*-SNE was performed on the tissue-only pixels using the MATLAB function ‘tsne’, the data were reduced to three dimensions, and the spectral similarity metric used was correlation^58^. The remaining *t*-SNE parameters (for example, perplexity) were set to their MATLAB default values. The *k*-means cluster value (*k*) was determined using the elbow method^59^ unless otherwise stated. Data representation shown in Fig. 2e was produced from background-subtracted data with subsequent *k* = 3 *k*-means clustering applied.

#### LESA MS/MS

LESA CID MS/MS was carried out using a SYNAPT G2-Si QToF (Waters) and the LESA Advion TriVersa NanoMate was used as the ionization source^60^. A surface extraction solvent of 95:5 methanol:water was used for all experiments. LESA parameters used for analysis were: solvent volume 4 µl, solvent depth 1 mm up from the bottom of the reservoir, dispensed 2 µl, delayed 2 s after dispensing, aspirated 3.5 µl, repeated mix two times, delayed 2 s after aspirate. Negative ion nano-ESI was used for the MS/MS analysis with spraying parameters of 0.3 psi gas pressure and 1.4 kV for applied voltage. The SYNAPT G2-Si was operated in negative ion MS/MS mode for precursor ion at *m/z* 464. A range of collision energies were used with the data averaged.

### Clinical studies

#### Metabolic profiling of clinical samples by REIMS

Colorectal samples were collected from individuals undergoing colorectal resection surgery with carcinoma, adenoma and normal tissue sampled. All adults undergoing endoscopic or surgical resection were eligible for inclusion in the study. Individuals with irritable bowel disease and hereditary polyposis were excluded from the study. Samples were collected under a subcollection of Imperial College Healthcare Tissue Bank (ref. 17/WA/0161 under HTA license 12275) and written and informed consent was collected pre-operatively. Following resection, samples were transported fresh to the histopathology department where they were cut and sampled for research under supervision of a consultant histopathologist. After this, samples were stored at −80 °C until sampled for MS or extracted for genomic analysis. The average age of the participants was 69 years. While a balanced ratio of male to female participants was desired, this was not always possible due to the ability to sample based on size and the availability of tissue for research. Also, some samples did not contain enough DNA on extraction for full exome sequencing and therefore all viable samples were used, resulting in a ratio of male (*n* = 10) and female (*n* = 14). Sex- and gender-dependent analysis was not performed. Participation in this research was not incentivized and inclusion was based on tissue bank samples from procedures taking place as part of routine clinical care.

Ex vivo analysis was carried out by cutting the tissues with a monopolar diathermy handpiece at 25 W. The surgical aerosol was then transferred to the REIMS source via PTFE tubing. REIMS analysis was carried out on a Xevo G2-XS ToF mass spectrometer (Waters) fitted with an REIMS source. Data were generally collected in negative ionization, continuous mode over the *m/z* range of 50–1,200. Isopropanol was co-aspirated with the surgical aerosol to provide a matrix to increase sensitivity at a rate of 0.1 µl min^−1^. After MS analysis, samples were placed into formalin and FFPE blocks, and histologically verified by slicing to 10-µm sections and capturing onto a glass slide. The slides were then H&E stained following the standard National Health Service (NHS) protocol and examined by a consultant histopathologist for verification of exact tissue type. Sections of samples analysed by REIMS were extracted using a QIAamp DNA Micro Kit (Qiagen) for determination of their driver mutation status. DNA quantification was carried out using the Qubit assay and whole-exome sequencing performed by Genewiz (Azenta Life Sciences).

Data were pre-processed using an in-house pipeline in MATLAB v2020a. The predictive performance of the models built by machine learning algorithm was evaluated by computing standard metrics, including the true positive rate, true negative rate, false positive rate (1 − true negative rate) and balanced accuracy. To further enhance the model performance and robustness, optimization by means of feature refinement^61^ was carried out to remove metabolic features that were more affected by spurious background factors (for example, instrumental conditions), and keeping only the significant contributors to the classification task. *t*-SNE was also applied to the feature refined data (containing only 50 features) for visualization. A three-dimensional projection was achieved with the following hyperparameters that have been empirically fine-tuned for the clinical data: initialization method = ‘pca’, perplexity = 5, learning_rate = 50. All other hyperparameters were kept default. Relevant codes are available at https://github.com/oycxyd/JVVNatMet/tree/main/iKnife.

#### AHCY gene/protein expression in a colorectal cancer adult cohort

A retrospective cohort of 787 adults with stage I–III CRC was utilized to determine any prognostic value of *AHCY* gene expression. Participants were staged using the 5th edition of TNM staging and underwent surgical resection with curative intent between 1997 and 2013 within Greater Glasgow and Clyde NHS board. Participants who received neoadjuvant therapy or died within 30 d of surgery were excluded from analysis, which left 701 adults included in analysis. The median age of participants was 71 years, ranging from 21 to 98 years. Information regarding sex was collected from the clinical portal and the cohort consisted of 45% female and 55% male adults. Data were deposited with Glasgow Safehaven (GSH21ON009). This study was approved by the Research Ethics Committee of the West Glasgow University Hospitals NHS Trust (NHS GG&C REC ref. 22/WS/0020), in accordance with Human Tissue (Scotland) Act 2006, which included policy on consent. H&E-stained full tumour resections were annotated by two observers (P.H. and K.P.) to select epithelium-rich regions for sequencing. Whole-transcriptome profiling was performed on tissue extracted from these regions using TempOSeq technology as previously described^62^. Raw gene counts were normalized using DESeq2 package in R studio version 1.4 (RStudio). Continuous gene counts were segregated into high and low groups using an optimal cut-off point determined using the survminer package in R studio based on cancer-specific survival. Kaplan–Meier survival analysis was utilized to determine the association between *AHCY* expression and cancer-specific survival in SPSS version 25 (IBM). A subset of samples from the same patient cohort were used to analyse AHCY protein expression using IF as described above. Normal human colon (BB060067) was obtained from the Queen Elizabeth University Biorepository by agreement.

### Bioinformatic analysis

Bioinformatic analyses were performed using public data portals and R (v4.1.1). To study the gene expression of *AHCY* across the different CMS classes of CRC (Extended Data Fig. 5b), individuals with colonic adenocarcinoma from the TCGA database were assigned to CMS classes using the CMSclassifier R package as described in Guinney et al.^19^. Differential gene expression for each CMS group relative to all others was then performed using the R package limma (version 3.48.3) as follows. Linear models were fitted per gene using the lmFit() function, then statistics were calculated using the eBayes() function before being extracted and multiple-testing correction performed using the topTable() function, all with default settings.

### Data visualization and statistical analysis

Unless mentioned differently, data were plotted and analysed using Microsoft Excel (2008 and 2016) and GraphPad Prism 9.0.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Reporting Summary

Supplementary Tables 1–7 Supplementary Table 1: Pathway analysis of ions detected by REIMS (*m/z* 600–1,500; negative polarity), and found to discriminate between genotypes in epithelial extracts of WT, KRAS, APC, APC KRAS and APC KRAS PTEN mice. Supplementary Table 2: Tentative identification of ions detected by REIMS (*m/z* 600–1,500; negative polarity) and found to discriminate between genotypes in epithelial extracts of WT, KRAS, APC, APC KRAS and APC KRAS PTEN mice. *P*values (obtained from two-tailed *t*-tests) in bold are significant after Benjamini–Hochberg FDR correction (*q* = 0.05). Supplementary Table 3: List of ions (*m/z* values) driving the classification of human colorectal samples analysed by REIMS (negative polarity). Supplementary Table 4: List of ions (*m/z* values) used to construct volcano plot (Extended Data Fig. 4a) showing metabolic differences between tumour epithelial regions of APC and APC KRAS tumours analysed by DESI-MSI (negative polarity). *P* values obtained from two-tailed *t*-tests. Supplementary Table 5: List of molecules (neutral mass) used to construct volcano plot (Extended Data Fig. 4c) showing metabolic differences between bulk tissue extracts from APC and APC KRAS tumours analysed by LC–MS (polarity switching). *P*values obtained from two-tailed *t*-tests. Supplementary Table 6: Summary of sample sizes for in vivo experiments. Supplementary Table 7: DESI analysis of metabolite standards

## Source data

Source Data Fig. 1 Statistical source data.

Source Data Fig. 2 Statistical source data.

Source Data Fig. 3 Statistical source data.

Source Data Fig. 4 Statistical source data.

Source Data Extended Data Fig. 1 Statistical source data.

Source Data Extended Data Fig. 3 Statistical source data.

Source Data Extended Data Fig. 4 Statistical source data.

Source Data Extended Data Fig. 5 Statistical source data.

Source Data Extended Data Fig. 7 Statistical source data.

Source Data Extended Data Fig. 8 Statistical source data.

Source Data Extended Data Fig. 9 Statistical source data.

Source Data Extended Data Fig. 10 Statistical source data.

## Data Availability

The RNA and DNA sequencing data used in this study are publicly available through the Gene Expression Omnibus under accession numbers GSE168478, GSE197316, GSE229639 and GSE229638, and through the Sequence Read Archive under accession numbers PRJNA984203, and PRJNA997336. Mass spectrometry data are available through https://massive.ucsd.edu/ (dataset: MSV000092468). Publicly available databases used in this study are accessible through https://www.cbioportal.org/, https://www.proteinatlas.org/ and https://singlecell.broadinstitute.org/single_cell/. Source data are provided with this paper. All other data are available from the corresponding authors on reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

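RNA sequencing of the small intestine was analysed for 9 APC mice on day 4, of which 4 had received vehicle and 5 had received DZNeP at 5 mg per kg body weight. The authors checked the reads with FastQC 0.11.8, trimmed them with Trim Galore 0.6.4, aligned them to GRCm38 (Ensembl release 98) with HISAT2 2.1.0 and counted them with FeatureCounts 1.6.4. The values the authors deposited are raw counts per feature, without normalization, and their own comparison used DESeq2 1.22.2. The table has 55423 features, of which 32061 had at least 1 read. The annotation used here paired 55154 identifiers with a gene symbol and left 269 without one. Library totals ran from 6335803 to 8625666 counted reads, and a count of 0 allows up to 3 reads, an error that covers counting only. Every per-sample column was used.

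From the deposited counts, log2 fold changes, standard errors and p-values were computed with edgeR 4.0.16 in R 4.3.3, with TMM normalization, edgeR's filter on low counts, robust quasi-likelihood fits and Benjamini-Hochberg adjustment over the 15290 genes tested. No covariate was used. CPM values are counts scaled to library size with TMM factors. A p-value for a single measure comes from an exact two-sided permutation test over all arrangements of 4 against 5 mice. Gene lists, 25 in number, were written before the data were examined, and 3 more (pan-epithelial, proximal and distal intestine) after. They were tested with camera at a preset correlation of 0.01, with fry and with an estimated correlation, from limma 3.58.1. The genes named are those of the paper's text that bear on these mice, the stem cell marker list, at most 2 genes of each other list with the smallest p-value, and the 5 most negative and 5 most positive log2 fold changes among genes past the threshold whose groups do not overlap and whose mean log2 CPM is at least 2. The named genes number 88, among them *Prox1*, *Msx1* and *Sox4*, which were added after their values were seen. The values of 1 of the 88 genes are not reported here, and it was left out of the tests for samples far from the others.

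The alternatives set before the data were examined were DESeq2 1.42.0, other scaling factors, no filter on low counts, at least 10 reads in every library, leaving out haemoglobin, immunoglobulin and mitochondrial genes, sex as a covariate, the replicate number as a block, each sex alone and each mouse left out in turn. Fits without genes that share sequence and with the split of the libraries as a term were added after the data were examined. Shared sequence was measured as the percent of 36-base words of a gene's longest transcript that also occur in the longest transcript of another annotated gene of GRCm38, so copies that are not annotated are not covered. For other splits of the mice, 100 were drawn, the real one included. The replicates were compared in pairs within each group, and the chi-square per gene lay between 3.87 and 24.3 over the 16 pairs, so no library was counted as a copy of another.

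The methods were tested on simulated data with 200 genes changed 2-fold. A further list of 24 genes was lowered as a set and counts neither among the 200 nor among the false calls. Of the 200, edgeR recovered 164 (82%) among 15001 genes tested, with 9 false calls in 184, and DESeq2 recovered 174 (87%) among 15286, with 35 false calls in 222. The simulated counts had no split of the libraries and no correlation between genes, so these rates do not cover errors from either. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The single-cell and other RNA-seq experiments of the paper were not analysed here.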

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

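The tests of shared sequence for the one-sided features, of a mislabelled library and of the correlation with vehicle replicate 4 were chosen only after the results they bear on were seen.

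Among 236 groups of 4 or 5 mice tested with Dixon's test, 17 held a sample far from the others, where chance gives 11.8. In CPM, these were *Myc* at 320.8 in vehicle replicate 4 and 264.9 in DZNeP replicate 2, *Cd44* at 396.4 in vehicle replicate 4, *Mex3a* at 12.4 in vehicle replicate 3, *Ereg* at 30.1 in vehicle replicate 2, *Cd4* at 6.08 in vehicle replicate 1, *Ighm* at 139.3 in DZNeP replicate 4, *Fas* at 31.9 in DZNeP replicate 5, *Bmi1* at 19.0 in DZNeP replicate 3 and *Ifit1* at 514.8 in DZNeP replicate 2. The interferon list, to which *Ifit1* belongs, had a score of 2.14 in DZNeP replicate 2 against 0.15 or less in the other DZNeP-treated mice. Its 14 genes were all higher with DZNeP (median 1.24), and the list passed by camera but not by fry. No technical explanation was tested for these values of single mice, and no biological one.

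DZNeP replicate 3 stood apart from the other DZNeP-treated mice in genes that are copies of others. *Gm6867* was at 20.0 CPM, *Rplp0-ps1* at 0.735 and *Gm14303* at 0.294. The percent of reads on genes with more than 50% shared words was 3.37 in DZNeP replicate 3 and 4.98 to 5.44 in the other DZNeP-treated mice. *Gm14303* in vehicle replicate 2 (0) and *Defa23* in vehicle replicate 1 (0.152) differ from the other vehicle-treated mice by single reads.

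In the libraries of DZNeP replicates 1, 2, 4 and 5, 70 features had at least 10 reads in each library and at most 1 in every other library, and 4 features showed the opposite. The next of the splits into 4 and 5 libraries had 4 such features, and the split by treatment had 1. The paper does not discuss these features. After every library was thinned to the smallest total, 66 features met the same rule, 64 of them among these 74, which argues against library size. They lie on 20 chromosomes, with at most 9 on any of them, which argues against a strain difference limited to a few segments of the genome. The split also follows the animal identifiers. No identifier prefix occurs on both sides, and DZNeP replicate 3 shares its prefix with vehicle replicate 4. What the prefix stands for is not stated in the labels, so breeding group cannot be told apart from the split, and a strain difference across the whole genome was not tested. Of the features, 79.7% share more than 50% of their words with another annotated gene, against 5.78% of tested genes, so a difference between the libraries in how reads of near-identical copies were assigned is a candidate explanation. *Eef1a1* (69.6% shared words), singled out after its values were seen, had 16167 to 22972 reads in the first set and 6459 to 8078 in the second. If DZNeP replicate 3 were a mislabelled vehicle library, its stem cell score should lie among the vehicle-treated mice, but it was -0.15 where the lowest vehicle-treated mouse was at 0.19. Over all genes tested, the mean correlation across genes of DZNeP replicate 3 with the other DZNeP-treated mice was 0.937 and with the vehicle-treated mice 0.973, a difference of -0.036. Over genes with more than 50% shared words it was 0.697 and 0.945. Over genes without shared sequence, the mean correlation across genes of DZNeP replicate 3 with the other DZNeP-treated mice was 0.979 and with the vehicle-treated mice 0.975, a difference of 0.0037, and a single vehicle-treated mouse, replicate 3, reached 0.986. With vehicle replicate 4, of the same prefix, the correlation was 0.971. Genes are not independent replicates, and the difference of 0.0037 is too small to decide whether shared sequence accounts for the whole split. A different segment of the intestine would move proximal and distal markers in opposite directions between the sets. Both lists were higher in the first set, the distal by 0.66 and the proximal by 0.41, so this gives no sign of such a shift. Relative to the mean of the vehicle-treated mice, the distal score was 0.83 higher in DZNeP replicate 3 and 0.83 higher in the other DZNeP-treated mice, so it did not follow the split. Between treatments, the medians of these lists were 0.59 (proximal) and 0.90 (distal). A shift of segment together with a rise of both lists by DZNeP cannot be told apart from such a rise alone, because the first set holds only DZNeP-treated mice.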

How the results depend on the processing

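No test in this part was chosen only after a result was seen, except the fits without genes that share sequence and with the split of the libraries as a term, which were added after the data were examined.

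The main counts were 1818 lower and 1903 higher genes. DESeq2 gave 1940 and 2258, the other scaling factors 1761 and 1925 or 1783 and 1877, no filter on low counts 1603 and 1822, at least 10 reads in every library 1683 and 1697, leaving out haemoglobin, immunoglobulin and mitochondrial genes 1857 and 1938, and sex as a covariate 1771 and 1790. The 3721 called genes kept their direction in each of these fits in which they were tested. Across the 9 fits that each left out a mouse, lower genes ran from 751 to 2185 and higher genes from 759 to 2336. The lowest counts came without vehicle replicate 2 (751 and 759) and vehicle replicate 1 (753 and 775), and the counts also fell by more than 1.5 times without vehicle replicate 4 (1124 and 1181), DZNeP replicate 5 (1162 and 1051) and, for higher genes, DZNeP replicate 1 (1147). The highest came without DZNeP replicate 3 (2185 and 2336). With males only, 1160 genes were lower and 1319 higher. With females only, 0 were lower and 0 higher, and 1996 had an unadjusted p-value under 0.05. The difference between sexes was tested as an interaction, which gave 0 genes (486 unadjusted), 0 with DESeq2 (376 unadjusted), 0 with at least 10 reads in every library (416 unadjusted) and 369 with no filter on low counts. All DZNeP-treated males were on one side of the split of the libraries, and all vehicle-treated males on the other. The DZNeP-treated females were divided between the sides. So the fits by sex and the interaction cannot separate sex from the split, and no cause was tested.

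The replicate numbers do not pair the mice. The correlations across genes of the deviations of same-numbered mice were 0.106, -0.06, 0.071 and -0.293. With the replicate number as a block, 179 genes were lower and 215 higher, among 14939 tested in 8 mice.

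Among genes without shared sequence, 865 were lower and 751 higher of 7310 tested, so fewer genes were tested. With the split of the libraries as a term, 1 gene was lower and 4 were higher (1433 unadjusted), and the median log2 fold change of the proliferation list was -0.39. That fit rests on DZNeP replicate 3 against the 4 vehicle-treated mice, so fewer samples bear on treatment. The set term itself gave 724 genes over all genes and 0 of the 7310 without shared sequence (208 unadjusted).

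The stem cell list stayed between -0.71 and -0.56, the proliferation list between -0.66 and -0.52 and the enterocyte list between 0.41 and 0.55 when each mouse was left out, each past the threshold by camera. Over the alternatives, the adjusted p of the stem cell list ran from 8.96e-22 with DESeq2 to 0.273 with an estimated correlation in camera (edgeR, Benjamini-Hochberg adjustment). Camera with an estimated correlation left the medians at -0.64, -0.59 and 0.49 and put 0 of the 25 lists past the threshold, 3 of them with an unadjusted p-value under 0.05. Among the 24 lists other than the stem cell list, 8 passed over all 9 mice and 0 with an estimated correlation. The stem cell list had a median of -0.58 without *Lgr5*, *Olfm4* and *Axin2*, -0.83 without WNT target genes and -0.75 among genes without shared sequence. Of the lists other than the stem cell list, 7 to 9 passed in the fits that each left out a mouse. Of the 24 stem cell genes, 12 passed as lower with males only, 16 with no filter, 20 with DESeq2 and 3 under the block. With females only, 0 passed (12 with an unadjusted p-value under 0.05), and with the split of the libraries as a term 0 passed (7 unadjusted). In each of these fits 22 of the 24 were lower.

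Some results changed sign, given here with the value over all 9 mice in brackets. The ATF4 target list (-0.0070) was at 0.0013 with at least 10 reads in every library, 0.050 under the replicate block and 0.12 with males only, and ran from -0.17 to 0.083 with each mouse left out, with the other sign without vehicle replicate 2, DZNeP replicate 2, DZNeP replicate 3 or DZNeP replicate 5. The fibroblast list (0.11) ran from -0.0034 to 0.19 with each mouse left out, with the other sign without DZNeP replicate 4. The mast cell list (-0.62) was at 0.0024 with DESeq2, 0.0053 with no filter and 0.0036 with females only. With DESeq2 and with no filter, 6 of its genes were tested, and 3 over all 9 mice and with females only. The methionine cycle list (0.032) was at -0.0097 with DESeq2, -0.0055 with no filter, -0.0083 with males only and -0.046 with the split as a term, and ran from -0.0083 to 0.062 with each mouse left out, with the other sign without vehicle replicate 4. The polycomb targets list (-0.026) was at 0.031 among genes without shared sequence. The position 4 markers list (-0.023) was at 0.053 with males only, and ran from -0.11 to 0.045 with each mouse left out, with the other sign without vehicle replicate 1, vehicle replicate 3, DZNeP replicate 2 or DZNeP replicate 3. The sex check list (0.34) was at -0.17 with females only and -9.48 with the split as a term. The smooth muscle list (0.18) was at -0.38 with males only, and ran from -0.14 to 0.52 with each mouse left out, with the other sign without vehicle replicate 4. The T cell list (-0.10) was at 0.047 with males only, and ran from -0.18 to 0.0045 with each mouse left out, with the other sign without DZNeP replicate 4. *Apc* (0.037) was at -0.00071 under the replicate block, and ran from -0.014 to 0.10 with each mouse left out, with the other sign without vehicle replicate 2 or DZNeP replicate 1. *Ahcy* (0.32) was at -0.36 with the split as a term. *Mat2a* (0.19) was at -0.013 with females only and -0.18 with the split as a term. *Mtr* (-0.22) was at 0.010 with females only. *Cbs* (-0.060) was at 0.44 with females only and 0.32 with the split as a term, and ran from -0.20 to 0.076 with each mouse left out, with the other sign without vehicle replicate 1, vehicle replicate 2 or DZNeP replicate 2. *Ighm* (1.25) was at -0.39 with females only and -0.65 with the split as a term, and ran from -0.62 to 1.51 with each mouse left out, with the other sign without DZNeP replicate 4. Without that mouse *Ighm* passed the threshold as lower (adjusted p = 0.0253, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over all 9 mice it did not pass (adjusted p = 0.384, same test). *Cd79a* (0.27) was at -0.051 with the split as a term. *Kit* (-0.34) was at 0.0036 with females only. *Ddx3y* (0.49) was at -6.30 with the split as a term. *Eif2s3y* (0.43) was at -10.97 with the split as a term. *Myh11* (0.35) was at -0.19 with males only. The sex check list, *Ddx3y* and *Eif2s3y* with the split as a term follow from sex, since that fit sets DZNeP replicate 3, a female with 0 reads of *Eif2s3y* and 2 of *Ddx3y*, against vehicle-treated mice of which 2 are males with 470 and 475 reads of *Eif2s3y*. For the others the cause was not tested. Of the other values of named genes and lists under alternatives, 1903 were the same, 258 weaker, 22 stronger and 24 moved.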

Other observations

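The tests of the share of epithelial cells and of shared sequence in the stem cell list, of the set of libraries for the stem cell list, haemoglobin and the genes without shared sequence were chosen only after the results were seen.

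Other splits of the 9 mice were compared with the real split. For all genes, 1 of the 100 splits gave as many genes past the threshold, the real one itself. For genes in one direction, 2 of the 100 splits gave as many as the lower genes and 1 as many as the higher genes. Among genes without shared sequence, 1 of the 100 gave as many. The split that follows the sets of libraries gave 3585 genes, nearly as many as the 3721 of treatment, but 739 against 1616 among genes without shared sequence. Among those genes the largest count of another drawn split was 1203, in the split that sets DZNeP replicate 4 with the vehicle-treated mice, which gave 1489 over all genes. A camera p-value as small was given by 2 of the 100 splits for the stem cell list, 4 for the proliferation list, 17 for the enterocyte list and 1 for the Paneth cell list. The other split with a smaller value for the stem cell list (3.06e-14) is again the one that sets DZNeP replicate 4 with the vehicle-treated mice. So the camera p-value of the enterocyte list is not set apart from other splits of these mice. The enterocyte score itself did not overlap between the groups (-0.05 or more with DZNeP, -0.12 or less with vehicle, exact permutation test, two-sided, p = 0.0159, n = 5 and 4). Genes whose groups did not overlap numbered 3104, or 20.3% of those tested, where chance gives 1.59%.

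The lower stem cell list was tested against technical explanations. A lower share of epithelial cells as the whole cause would lower other epithelial lists too, but the enterocyte list was higher (median 0.49, exact permutation test on its score, two-sided, p = 0.0159, n = 5 and 4), which argues against it. The pan-epithelial list (median 0.076) had 3 lower and 5 higher genes and does not decide. The endothelial, myeloid, smooth muscle and fibroblast lists were higher, as a lower epithelial share would give, but none passed the threshold. Thinning every library to the smallest total left the stem cell median at -0.64, and removing the trend of log2 fold change on GC content and length (4.49% of the variance) left it at -0.69. Among the 14 stem cell genes without shared sequence it was -0.75. Less complete *Apc* recombination in DZNeP-treated mice is not settled by these counts. WNT targets outside the stem cell list fell as well (median -0.31, adjusted p = 0.0255 from camera in edgeR), and counts per gene do not show the deleted exon. The paper's own immunohistochemistry bears against it, since nuclear β-catenin in APC mice was reported as unaffected by DZNeP. That protein measure was not examined here. Breeding group stays open. No animal identifier prefix occurs in both sets of libraries, and the only prefix with both treatments holds vehicle replicate 4 and DZNeP replicate 3. Their stem cell scores were 0.32 and -0.15, with 1 mouse each. The difference between the sets of libraries cannot be told apart from treatment for any list, since DZNeP replicate 3 is the only library that separates them. Minus the mean of the vehicle-treated mice, its score was -0.56 for the stem cell list, -0.36 for the proliferation list, 0.50 for the enterocyte list and 0.79 for the Paneth cell list. Of 1628 genes without shared sequence called without DZNeP replicate 3, 97.1% went the same way in it, where 20 simulations of an unchanged library against the same vehicle-treated mice gave 55.3 to 59.7%. This is also 1 library, and genes are not independent replicates, so a real unchanged mouse could fall outside the range of the simulations. A change of the stem cell compartment by DZNeP may remain as a hypothesis beside these.

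The Paneth cell genes other than *Mmp7* share sequence with other genes, so shared reads cannot be told apart from a change in Paneth cells, and *Mmp7* itself had a log2 fold change of 0.24. The genes with the most positive log2 fold changes are copies of others, *Gm10736*, *Rps15a-ps5*, *Defa20*, *Gm14303* and *Defa23*, at or near 0 reads in vehicle-treated mice and in DZNeP replicate 3. The most negative ones were *Hbb-bs*, *Gkn3*, *Gm6867*, *Rplp0-ps1* and *Mycl* (-2.13).

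Haemoglobin reads numbered 80 to 201 in vehicle-treated mice, 2 to 5 in DZNeP replicates 1, 2, 4 and 5, and 0 in DZNeP replicate 3. Less blood in the samples stays open. The lowest median among the myeloid, T cell, B and plasma cell and endothelial lists was -0.10, but resident cells of the tissue also express these genes. The sets of libraries stay open too, since 1 library bears on them. A change in red blood cells by DZNeP was not tested.

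Of the 25 lists, camera put 4 lower (stem cell, proliferation, WNT targets and erythroid, the last with *Hbb-bs* as its only tested gene) and 5 higher (enterocyte, goblet, Paneth, interferon and p53 targets, median 0.52). Fry put 5 lower and 4 higher. The polycomb target list passed by fry only, with *Sox17* (16.9% of its exon sequence overlaps another gene) at -1.83 and 5 of its 16 genes tested. The methionine cycle list had a median of 0.03 and did not pass. *Ahcy*, the target of DZNeP, had a log2 fold change of 0.32 (adjusted p = 0.194, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but 78.8% of its words are shared with other genes. Of WNT targets named by the paper, *Axin2* was at -0.30, and *Myc* was at -0.33 and past the threshold in 1 of the 9 fits that each left out a mouse. The MYC and ribosome biogenesis list had a median of -0.10, the ATF4 target list -0.01, the fetal and regenerative list 0.45, the list of position 4 markers -0.02, the B and plasma cell list 0.17, the T cell list -0.10, the myeloid list 0.16, the mast cell list -0.62, the smooth muscle list 0.18, the fibroblast list 0.11, the endothelial list 0.24 and the sex check list 0.34, none past the threshold.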
